# Nociceptors regulate osteoimmune transcriptomic response to infection

**DOI:** 10.1038/s41598-023-44648-9

**Published:** 2023-10-16

**Authors:** Katherine V. Lillis, Obadah Austah, Ruta Grinceviciute, Gustavo P. Garlet, Anibal Diogenes

**Keywords:** Neuroimmunology, Osteoimmunology

## Abstract

Osteoimmune diseases, such as apical periodontitis, are prevalent, often painful, inflammatory conditions resulting in bone loss and reduced quality of life. There is growing evidence that the nociceptive fibers densely innervating affected tissues regulate disease progression; therefore, we hypothesized that nociceptors regulate the transcriptomic profile of the periapical osteolytic lesion in a mouse model of apical periodontitis. Male control and nociceptor-ablated mice underwent pulp exposures, and after 0, 7, or 14 days, total RNA from periapical tissues was submitted for sequencing and bioinformatic analysis. Pulp exposure triggers the differential expression of hundreds of genes over the course of infection. At 14 days post pulp exposure, 422 genes, including Tnf, Il1a, and Il1b, were differentially expressed between nociceptor-ablated and control mice with greater enrichment of biological processes related to inflammation in nociceptor-ablated mice. Nociceptor ablation regulates the transcriptomic profile of periapical lesions in a mouse model of apical periodontitis, shifting the gene expression profile to a greater enrichment of inflammatory genes, suggesting nociceptors play a role in the kinetics of the immune response. This newly uncovered neuro-immune axis and its mechanisms in apical periodontitis can be an important therapeutic target for the treatment of this prevalent disease.

## Introduction

Osteoimmune diseases, such as apical periodontitis, are prevalent, often painful, inflammatory conditions resulting in bone loss and reduced quality of life^1^. There has been extensive work examining the osteo-immune axis to further understand interactions between immune cell activity and bone metabolism^2–5^. In addition to immune and bone metabolism cells, inflammatory sites in these diseases are richly innervated by nociceptors, a subclass of sensory neurons commonly known to drive pain signaling in the body^6–9^. Notably, there is growing evidence nociceptors are active in regulating immune responses, as they are activated by inflammatory mediators and noxious stimuli from invading bacteria^3,6–12^. In such an environment, immune cells are known to secrete inflammatory mediators such as cytokines, chemokines, prostaglandins, and proteolytic enzymes, leading to osteolysis^5^. Although a direct relationship between the increase in inflammatory mediators and osteolysis has been demonstrated, far less is known about how nociceptors regulate these inflammatory processes in the context of bone loss due to root canal infections.

As such, we have recently shown that in a rodent model of apical periodontitis (AP), nociceptors are osteoprotective by attenuating bone loss after infection when compared to nociceptor-ablated rodents^8,9^. We found that nociceptor ablation results in an earlier increase in inflammation, as shown by the upregulation of key cytokines and a greater influx of macrophages and lymphocytes. In addition, we have shown that nociceptors directly regulate osteoblastic and osteoclastic functions, demonstrating direct communication with bone metabolism cells^8^. While the progression of AP inflammatory responses had been previously characterized^13^, the overall transcriptomic profiling of this process and its regulation by nociceptors is unknown. Therefore, in this study, our objective was to employ the transgenic ablation of nociceptors and transcriptomic analysis to determine biological pathways regulated by nociceptors in apical periodontitis.

## Results

### Pulp exposure results in the differential expression of genes within the periapical lesion over 14 days in both nociceptor-ablated and control mice

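RNA from periapical lesions of 20 male mice was sequenced, 1 library per mouse, from its pooled first molars and the tissue around them. The paper has Day 0 mice euthanized immediately after pulp exposure, while the sample labels place Day 0 before it, so it is uncertain whether Day 0 values follow the procedure. The groups were 3 cre-control and 3 nociceptor-ablated mice at Day 0, 4 and 4 at Day 7, and 3 and 3 at Day 14. Cre-control mice carry cre recombinase under the Nav1.8 promoter, and nociceptor-ablated mice also carry a diphtheria toxin A allele that the recombinase switches on. The authors removed ribosomal RNA, prepared stranded libraries, aligned the reads to mouse build mm9 with TopHat2 and counted them per gene with HTSeq-count. Their deposited files hold these counts, without normalization, per gene symbol. The paper's text does not name the gene annotation or the strand setting of the counting. Gene coordinates are given on NCBIM37, the assembly behind mm9. Between 7966435 and 14084709 reads per mouse were counted on genes, with a median of 11531019. Of the reads tallied in each file, 20.4% to 28.9% fell on genes, 31.3% to 38.9% on no gene, and 37.1% to 44.2% aligned to more than 1 place and were not counted. Counts of genes with close copies elsewhere in the genome are therefore uncertain, among them Gapdh, with group means between 1.40 and 2.63 CPM.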

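Each comparison was fitted to its 2 groups with edgeR's quasi-likelihood test after TMM normalization and removal of genes with low counts. A DEG was a gene with FC > 1.5 and an unadjusted p under 0.05. The paper uses the same 2 thresholds, without stating whether its p was adjusted. Adjusted p values are Benjamini-Hochberg values over all genes tested. Whether a change differed between the strains was tested as the strain-by-day interaction over the 4 groups of 2 days. CPM were scaled over all 20 libraries and are given as mean ± SD with n mice. SE is an approximate standard error of a log2 FC, taken as its size before shrinkage over the square root of the test's F value. It is rough at very low counts. Exact permutation tests were two-sided, and the smallest p they can give is 0.1 for 3 mice against 3 and 0.0286 for 4 against 3 or 4 against 4.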

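From Day 0 to Day 7, 1404 genes rose and 1841 fell among 14713 tested genes in cre-control mice. In nociceptor-ablated mice, 1258 rose and 1750 fell among 14566. After adjustment, 2619 and 2351 DEGs were left, the latter 940 without ME14 and 1518 without ME17. The unadjusted p was under 0.05 for 6219 and 5971 tested genes, where chance alone gives 736 and 728. In nociceptor-ablated mice the total ranged from 2028 without ME14 to 3861 without ME15, both Day 0 mice. In cre-control mice the range was 2977 without MC24 to 3399 without MC23, and 2743 when a DESeq-style test, a re-implementation of the test of the original DESeq, took its dispersions from all 6 groups.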

After 7 days of infection, both nociceptor-ablated and cre-control mice exhibited hundreds of differentially expressed upregulated and downregulated genes (fold change [FC] > 1.5 and *p* < 0.05) compared to Day 0 (Fig. 1A). Within upregulated genes, nociceptor-ablated mice had a greater FC for genes, including osteolytic-specific genes Acp5, Ctsk, and Tnfrsf11a. 

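Acp5, encoding tartrate-resistant acid phosphatase, lies on chromosome 9 of NCBIM37 from 21931175 to 21940190. Its CPM rose from 476.3 ± 236 (n = 3) at Day 0 to 979.6 ± 259 (n = 4) at Day 7 in cre-control mice, a log2 FC of 1.02 (SE 0.35, adjusted p = 0.0609). In nociceptor-ablated mice it rose from 391.8 ± 241 (n = 3) to 1326 ± 402 (n = 4), a log2 FC of 1.77 (SE 0.49, adjusted p = 0.0385). Ctsk, the cathepsin K gene (chromosome 3, 95303208 to 95313284), rose by a log2 FC of 1.25 (SE 0.28, adjusted p = 0.0144) in cre-control mice and 1.87 (SE 0.41, adjusted p = 0.0173) in nociceptor-ablated mice. For Tnfrsf11a, the RANK gene (chromosome 1, 107677300 to 107744558), the log2 FC was 0.91 (SE 0.21, adjusted p = 0.0141) and 1.27 (SE 0.21, adjusted p = 0.00793). In both strains every Day 7 mouse was above every Day 0 mouse for all 3 genes (exact permutation test, p = 0.0286). The log2 change was greater in nociceptor-ablated mice by 0.74 (SE 0.63) for Acp5, 0.62 (SE 0.52) for Ctsk and 0.35 (SE 0.32) for Tnfrsf11a, and none of these differences passed the unadjusted threshold (adjusted p = 0.998 for each). They were smallest without MC25, at 0.24, 0.21 and 0.06. Without ME15, a nociceptor-ablated Day 0 mouse, they were 1.32, 1.16 and 0.64 and all 3 passed it. The Acp5 rise in cre-control mice fell short of the DEG definition without MC23 (0.88), MC24 (0.78) or MC27 (0.84).

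**Figure D1:**
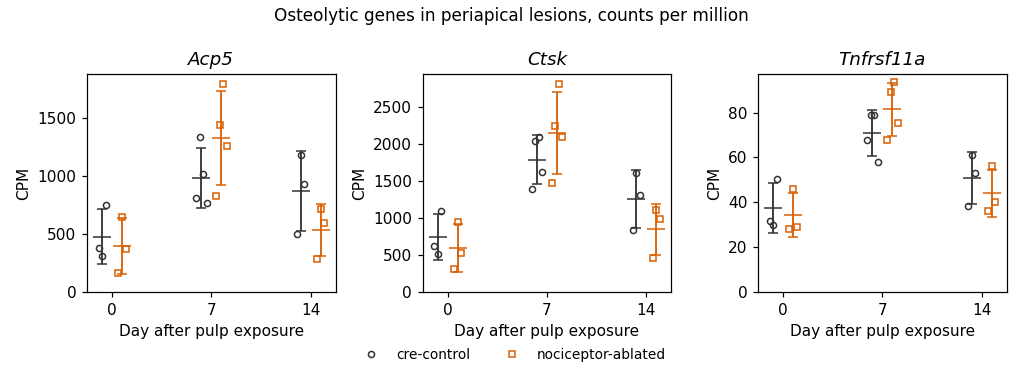
CPM of Acp5, Ctsk and Tnfrsf11a (vertical axes) by day after pulp exposure (horizontal axes) in cre-control (black circles) and nociceptor-ablated mice (orange squares), 1 point per mouse, n = 3 at Days 0 and 14 and n = 4 at Day 7, with the mean as a horizontal bar and the SD as whiskers. Acp5 at Day 7 ranged from 763.4 to 1331 CPM in cre-control mice and from 825.8 to 1792 CPM in nociceptor-ablated mice.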

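Wnt10b, which encodes a Wnt ligand, lies on chromosome 15 from 98602184 to 98608581. From Day 0 to Day 7 its CPM fell from 37.7 ± 5.29 (n = 3) to 12.0 ± 2.42 (n = 4) in cre-control mice, a log2 FC of -1.66 (SE 0.18, adjusted p = 0.00162). In nociceptor-ablated mice it fell from 42.8 ± 15.9 (n = 3) to 11.7 ± 5.81 (n = 4), a log2 FC of -1.84 (SE 0.41, adjusted p = 0.0188). The difference between the strains in this change was -0.18 (SE 0.48), within its error, and turned to 0.10 without ME14.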

Nociceptor-ablation also resulted in a greater downregulation of Wnt10b compared to control. However, control mice had a greater initial upregulation of Tnfsf11 and IL6 as well as a greater downregulation of Bmp6. 

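Tnfsf11, the RANKL gene (chromosome 14, 78677252 to 78707850), rose by Day 7 from 14.4 ± 4.01 (n = 3) to 44.7 ± 3.91 CPM (n = 4) in cre-control mice and from 14.9 ± 11.4 (n = 3) to 43.1 ± 12.9 CPM (n = 4) in nociceptor-ablated mice. The log2 FC was 1.62 (SE 0.19, adjusted p = 0.00213) and 1.54 (SE 0.51, adjusted p = 0.0626), and the second fell short of the DEG definition without ME14 (1.23) or ME9 (1.25). For Il6 (chromosome 5, 30339701 to 30346508) the log2 FC was 2.29 (SE 0.45, adjusted p = 0.00978) in cre-control mice. It was 1.72 (SE 1.08, adjusted p = 0.279) in nociceptor-ablated mice, not past the unadjusted threshold, but called by the DESeq-style test (1.74). At Day 0, Il6 stood at 11.1 CPM in ME15 and at 0.45 and 0.54 CPM in the other 2 nociceptor-ablated mice, and without ME15 the rise was 4.77 and past the threshold. The change in nociceptor-ablated mice minus that in cre-control mice was -0.09 (SE 0.56) for Tnfsf11 and -0.57 (SE 1.22) for Il6. Both reversed without ME15, to 0.78 and 2.48, and passed the unadjusted threshold. Bmp6 (chromosome 13, 38436995 to 38592183), which overlaps Txndc5 on the opposite strand, fell by a log2 FC of -1.62 (SE 0.25, adjusted p = 0.004) in cre-control mice and -1.17 (SE 0.37, adjusted p = 0.0455) in nociceptor-ablated mice, a difference of 0.45 (SE 0.47). Without ME9 its fall in nociceptor-ablated mice was -0.81 and no longer passed the threshold.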

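From Day 0 to Day 14, 331 genes rose and 545 fell among 14757 tested genes in cre-control mice, and 170 rose and 547 fell among 14517 in nociceptor-ablated mice. After adjustment edgeR left 4 and 0 DEGs, while DESeq2 left 272 and 139. With all 6 groups in one fit edgeR left 8 and 46, and the DESeq-style test left 104 and 42. With a mouse left out edgeR left up to 10 (without MC25) and 7 (without ME15). The unadjusted p was under 0.05 for 2149 and 1056 tested genes, where chance alone gives 738 and 726. In cre-control mice the total of 876 DEGs was 574 without MC20 and 1345 without MC16, and 526 by the DESeq-style test with dispersions from all 6 groups. Without MC24 more genes rose (640) than fell (516). In nociceptor-ablated mice the 717 DEGs became 526 without ME9 and 1061 without ME10, and the 170 upregulated DEGs became 405 without ME15, 401 without ME10 and 303 by DESeq2. Prg4, the lubricin gene (chromosome 1, 152296542 to 152313295), had a log2 FC of 1.40 (SE 0.42, adjusted p = 0.259) in cre-control mice and 2.17 (SE 0.58, adjusted p = 0.431) in nociceptor-ablated mice, from 40 reads in all at Day 0 in the former and 28 in the latter. Saa3, a serum amyloid A gene (chromosome 7, 53967368 to 53971046), went from 77 ± 30.1 to 415.5 ± 58.8 CPM (n = 3 each) in cre-control mice, a log2 FC of 2.41 (SE 0.29). It went from 71.2 ± 90.6 to 657.1 ± 188 CPM (n = 3 each) in nociceptor-ablated mice, a log2 FC of 3.20 (SE 1.07), which fell short of the DEG definition without ME9 (2.76) or ME10 (3.06).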

After 14 days of infection, nociceptor-ablated mice had a greater fold change increases in upregulated genes including Prg4, Saa3, and Ccr5 compared to control (Fig. 1B). Conversely, control mice exhibited a greater upregulation of C3 and Serpina3g and a greater downregulation of Dspp. 

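The change to Day 14 was more positive in nociceptor-ablated mice by 0.80 (SE 0.74) for Prg4 and 0.79 (SE 1.10) for Saa3, neither past the unadjusted threshold (adjusted p = 1). The Saa3 difference was 2.77 and past it without ME15. The complement gene C3 (chromosome 17, 57343397 to 57367559) rose by a log2 FC of 1.39 (SE 0.14, adjusted p = 0.0451) in cre-control mice and 1.14 (SE 0.25, adjusted p = 0.303) in nociceptor-ablated mice. Serpina3g (chromosome 12, 105474455 to 105480149) rose from 6.45 ± 1.71 to 28.9 ± 9.72 CPM (n = 3 each) in cre-control mice and from 4.42 ± 1.96 to 11.5 ± 4.04 CPM (n = 3 each) in nociceptor-ablated mice. The strain differences in these changes were -0.22 (SE 0.31) and -0.74 (SE 0.55), and the second reached -1.07 and passed the unadjusted threshold without ME14. Dspp, the dentin sialophosphoprotein gene (chromosome 5, 104599731 to 104609146), had 2102 reads at Day 0 and 4 at Day 14 over the 3 cre-control mice of each day, and 4181 and 30 over the 3 nociceptor-ablated mice. Its fitted log2 FC was -9.01 (SE 0.88) and -6.86 (SE 0.87), with the smaller fold resting on those 30 reads and the larger on 4. The difference of 2.19 (SE 1.75) did not pass the unadjusted threshold.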

Between 7 and 14 days of infection, nociceptor-ablated mice showed greater upregulation of Dbp and Bmp7, whereas control mice showed greater upregulation of Lrp5 (Fig. 1C). 

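Between Day 7 and Day 14, 1470 genes rose and 1387 fell among 14723 tested genes in cre-control mice, and 1415 rose and 965 fell among 14319 in nociceptor-ablated mice. After adjustment 2125 and 1377 DEGs were left in edgeR, and 2324 and 1783 in DESeq2. The edgeR count in cre-control mice was 591 without MC20 and 1370 without MC17. In nociceptor-ablated mice it was 0 without ME17, ME19 or D14_ME, where 2100, 2172 and 1729 DEGs were called unadjusted, and 515 without ME18. In cre-control mice more genes fell than rose without MC27 (1687 against 1436), MC28 (1313 against 1305) or MC17 (1326 against 1291). The same held with all mice kept for no filter (1641 against 1403), all 6 groups in one fit (1602 against 1391) and the DESeq-style test (1318 against 1271). Dbp (chromosome 7, 52960458 to 52965525), whose product is an output of the circadian clock and which overlaps Sphk2 on the opposite strand, rose from 5.34 ± 1.26 (n = 4) to 49.4 ± 13.9 CPM (n = 3) in cre-control mice. In nociceptor-ablated mice it rose from 6.77 ± 3.76 (n = 4) to 66.7 ± 40.9 CPM (n = 3). The log2 FC was 3.18 (SE 0.24, adjusted p = 0.00726) and 3.29 (SE 0.61, adjusted p = 0.0249). Over 10 genes of the evening phase of the clock, Dbp among them, the median log2 FC was 1.74 and 1.47, with all 10 higher at Day 14 in both strains. Bmp7 (chromosome 2, 172693513 to 172765822) rose by a log2 FC of 0.90 in each strain (SE 0.28 and 0.19), and in cre-control mice fell short of the DEG definition without MC16 (0.70). Lrp5 (chromosome 19, 3584825 to 3686564) rose by 0.82 (SE 0.11) in cre-control mice and 0.62 (SE 0.11) in nociceptor-ablated mice. The second value fell under the fold threshold without ME12 (0.52) and with all 6 groups in one fit (0.58). The change in nociceptor-ablated mice minus that in cre-control mice was 0.09 (SE 0.68) for Dbp, -0.02 (SE 0.35) for Bmp7 and -0.22 (SE 0.15, adjusted p = 0.538) for Lrp5, none past the unadjusted threshold. The sign changed to -0.40 for Dbp without D14_ME and to 0.20 for Bmp7 without MC16.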

Interestingly, nociceptor-ablated mice showed a greater downregulation of Cthrc1, while control mice had greater downregulation of Ccr1.

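Cthrc1, a collagen triple helix repeat gene (chromosome 15, 38908478 to 38918667), fell from 64.2 ± 12.1 (n = 4) to 30.1 ± 2.42 CPM (n = 3) in cre-control mice and from 59 ± 13.3 (n = 4) to 28.9 ± 3.35 CPM (n = 3) in nociceptor-ablated mice. Its log2 FC was -1.11 (SE 0.17, adjusted p = 0.00743) and -1.03 (SE 0.19, adjusted p = 0.021). The chemokine receptor gene Ccr1 (chromosome 9, 123876959 to 123883525) fell by a log2 FC of -1.15 (SE 0.23) and -1.27 (SE 0.27). In all 4 comparisons every Day 14 mouse was under every Day 7 mouse (exact permutation test, p = 0.0286). The differences between the strains were 0.06 (SE 0.26, adjusted p = 0.934) for Cthrc1 and -0.14 (SE 0.37, adjusted p = 0.891) for Ccr1. They took the opposite sign without ME16 (-0.06) and without ME18 (0.13).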

**Figure 1:**
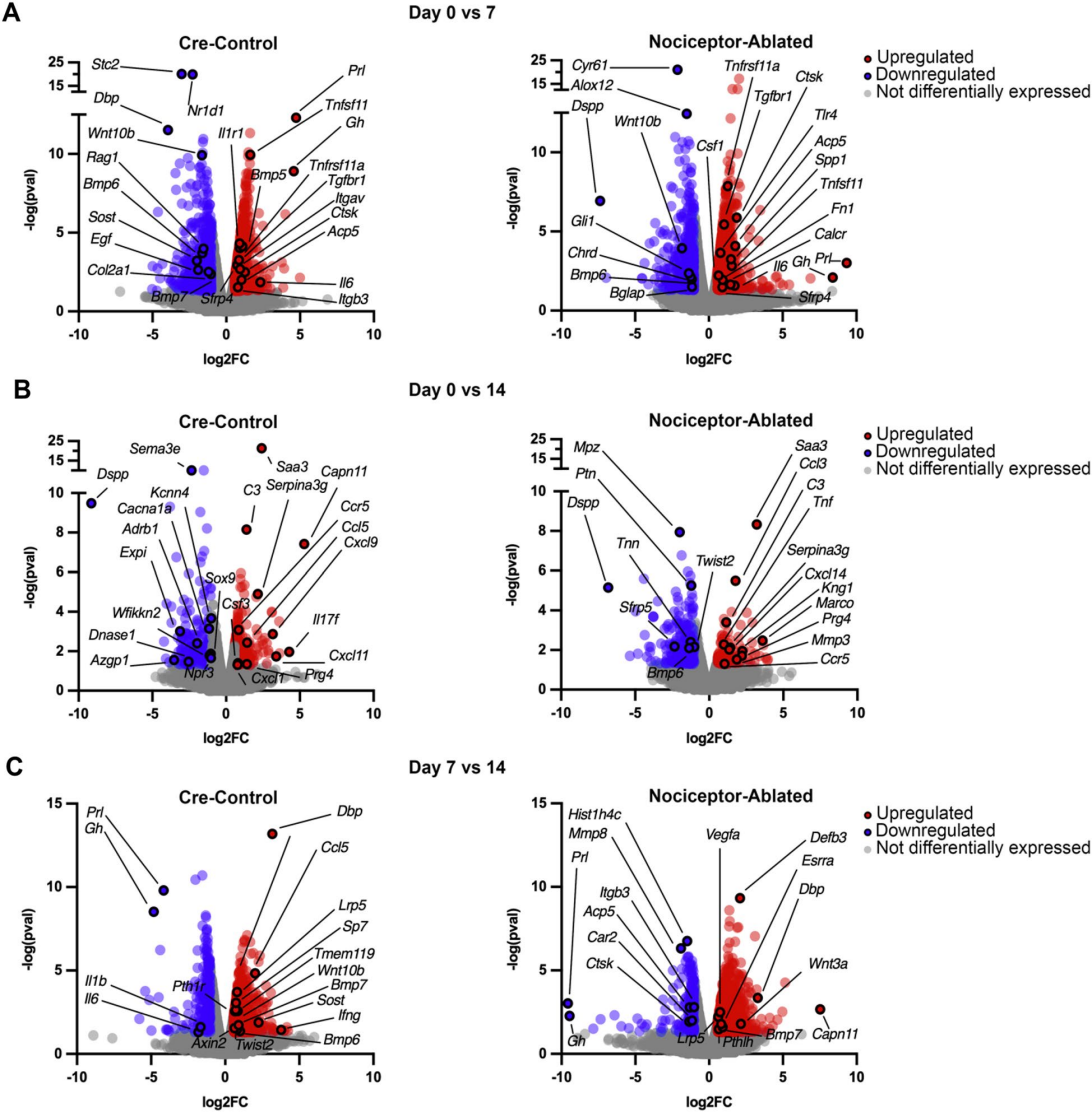
Pulp exposure results in the differential expression of genes within the periapical lesion over the course of 14 days in nociceptor-ablated and control mice. Volcano plots of differentially expressed genes (DEGs) in periapical lesions compared between 0- and 7-days (**A**), 0- and 14-days (**B**), and 7- and 14-days (**C**) following pulp exposure in cre-control and nociceptor-ablated mice, where log_2_(fold change [FC]) is plotted against –log(pval) (n = 3–4 mice/strain/time point). The R package ‘DESeq’ was used to normalize data and find group-pairwise differential gene expression.

### Nociceptor-ablated mice exhibit unique up- and downregulated genes compared to control in addition to significantly greater expression of inflammatory genes at each timepoint

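The strain-by-day interaction put 319 genes past a fold difference of 1.5 and an unadjusted p under 0.05 between Day 0 and Day 7, 358 between Day 0 and Day 14 and 891 between Day 7 and Day 14. The unadjusted p alone was under 0.05 for 521, 528 and 1684 genes, where chance gives 753, 758 and 745. After adjustment edgeR left 0 genes in each interval, and DESeq2 left 0, 2 and 1. Without ME12 edgeR left 1 from Day 0 to Day 14, and without MC16 it left 6 from Day 7 to Day 14. The number past both thresholds was 212 without MC25, 497 without ME16, 552 without MC24 and 575 without ME15 in the interval to Day 7. From Day 0 to Day 14 it was 222 without MC20, 663 without ME10 and 674 without MC16, and from Day 7 to Day 14 it was 567 without MC17 and 1576 without MC16. Of 17 differences in FC between the strains that the paper states for single genes, 14 had the stated sign, and 0 passed the unadjusted threshold in edgeR. Across genes, the log2 FC of the 2 strains had a Pearson correlation of 0.708 from Day 0 to Day 7, 0.352 from Day 0 to Day 14 and 0.507 from Day 7 to Day 14, where genes are not independent replicates.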

Over the course of the infection, nociceptor-ablation resulted in unique changes in gene expression. Within the first 7 days, 47.5% of upregulated genes and 26.2% of downregulated genes were shared between nociceptor-ablated and control mice (Fig. 2A). 

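From Day 0 to Day 7, 841 of 1821 upregulated DEGs were called in both strains, 46.2% (95% Clopper-Pearson interval 43.9 to 48.5), and 1050 of 2541 downregulated DEGs, 41.3% (39.4 to 43.3). The intervals cover counting error only, since genes are not independent. Without the filter on low counts the shares were 43.9% and 37.8%. Of the genes called in 1 strain and tested in the other, 94.4% of the upregulated and 87.9% of the downregulated moved the same way in the other strain. Among these, 106 upregulated and 167 downregulated genes had an interaction p under 0.05 unadjusted and 0 after adjustment in edgeR.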

From Day 0 to Day 14, 9.9% of upregulated and 15.2% of downregulated genes were shared among the strains Fig. 2A). Moreover, from Day 7 to Day 14, 20.6% of upregulated and 13.6% of downregulated genes were common between nociceptor-ablated and control mice (Fig. 2A).

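From Day 0 to Day 14, 61 of 440 upregulated DEGs, 13.9% (95% interval 10.8 to 17.4), and 159 of 933 downregulated DEGs, 17.0% (14.7 to 19.6), were called in both strains. The upregulated share was 6.86% without ME10, 7.36% without MC16 and 8.65% without ME14. With single mice left out it reached 17.3%, and the downregulated share ranged from 12.5% to 21.2%. The share moving the same way in the other strain was 85.0% for the upregulated genes called in 1 strain and 72.2% for the downregulated.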

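From Day 7 to Day 14, 524 of 2361 upregulated DEGs, 22.2% (95% interval 20.5 to 23.9), and 437 of 1915 downregulated DEGs, 22.8% (21.0 to 24.8), were called in both strains. Genes called in 1 strain moved the same way in the other in 84.9% of upregulated and 86.1% of downregulated cases. Among them the interaction had an unadjusted p under 0.05 for 389 and 468 genes and an adjusted p under 0.05 for 0.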

**Figure 2:**
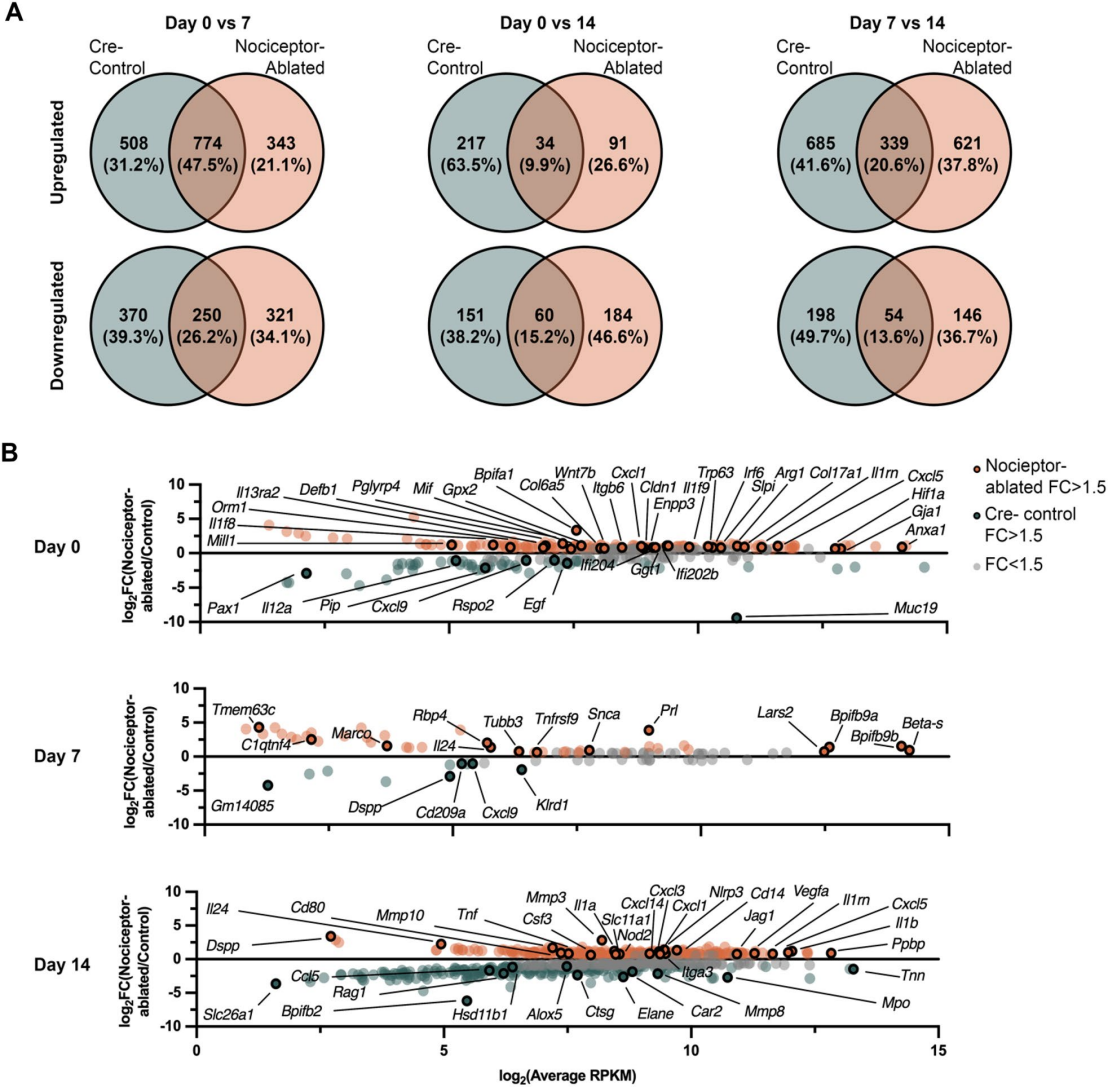
Nociceptor-ablated mice exhibit unique differentially expressed genes throughout the progression of apical periodontitis compared to cre-control. Venn diagrams of number of up- or down-regulated DEGs and percent of total up- or down-regulated DEGs for nociceptor-ablated and cre-control mice between 0 and 7, 0 and 14, and 7 and 14 (**A**). DEGs between cre-control and nociceptor-ablated at Days 0, 7, and 14 are shown (**B**). DEGs were defined as genes where *p* < 0.05, and FC > 1.5 (n = 3–4 mice/strain/time point). The R package ‘DESeq’ was used to normalize data and find group-pairwise differential gene expression.

Of all the differentially expressed genes at each experimental time following infection, the ratio of relative enrichment between nociceptor-ablated and control mice was determined. 

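At Day 0, 195 genes were higher and 135 lower in nociceptor-ablated than in cre-control mice among 14706 tested genes. After adjustment edgeR left 0 DEGs, or 19 without MC24, and DESeq2 left 42. The unadjusted p was under 0.05 for 571 genes, where chance alone gives 735. The strains did not overlap in CPM for 7.56% of tested genes, where chance gives 10.0%. The total of 330 DEGs was 202 without ME14, 546 without ME15 and 623 without MC24. The excess of higher genes turned around without MC23 (129 higher, 211 lower), MC25 (101 and 140) or ME9 (226 and 250), and was 482 against 141 without MC24. The gap junction gene Gja1 (chromosome 10, 56097106 to 56110225) stood at 484.8 ± 119 CPM (n = 3) in cre-control and 756.0 ± 55.7 CPM (n = 3) in nociceptor-ablated mice, a log2 FC of 0.63 (SE 0.18, adjusted p = 0.999). Hif1a had a log2 FC of 0.65 (SE 0.19), Cxcl1 1.00 (SE 0.27) and Cxcl5 1.03 (SE 0.31). Gja1 fell short of the DEG definition without MC23 (0.52), MC25 (0.53) or ME9 (0.58), Hif1a without MC25 (0.50) or ME15 (0.53), and Cxcl5 without MC23 (0.92) or ME15 (0.81). Mif, whose count is uncertain because of its pseudogene copies, had a log2 FC of 0.63 (SE 0.29) and was not called, but was without MC24 (0.94) and by DESeq2 (0.63). Rspo2 was higher in cre-control mice, at 15.2 ± 4.89 against 7.63 ± 1.69 CPM (n = 3 each), a log2 FC of -1.01 (SE 0.28). Cxcl9 was also higher there, with a log2 FC of -1.04 (SE 0.34) that fell short without MC23 (-0.91), MC24 (-0.90), ME14 (-0.84) or ME9 (-0.94). Pax1 had 24 reads over 3 cre-control mice and 3 over 3 nociceptor-ablated mice, too few for the filter, and was called without it.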

At Day 0, 155 genes had significantly higher expression in nociceptor-ablated mice (e.g., Gja1, Hif1a, Cxcl1, Cxcl5, and Mif) compared to control (FC > 1.5; *p* < 0.05), and 57 genes that had significantly lower expression in control mice (e.g., Rspo2, Cxcl9, and Pax1) (FC > 1.5 and *p* < 0.5 and) (Fig. 2B). At 7 days post-pulp exposure, there were 43 genes with significantly greater expression in nociceptor-ablated mice (e.g., Marco, Snca, and Tnfrsf9) and 10 genes with significantly greater expression in control mice (e.g., Cxcl9, Dspp, and Klrd1) (Fig. 2B). 

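At Day 7, 91 genes were higher and 42 lower in nociceptor-ablated than in cre-control mice among 14091 tested genes. After adjustment edgeR left 0 DEGs, or 4 without ME16, and DESeq2 left 2. The unadjusted p was under 0.05 for 617 genes, where chance alone gives 705. The total of 133 DEGs was 66 without ME18, 208 without MC27 and 305 without ME16, and without MC28 more genes were lower (87) than higher (77). Marco, a scavenger receptor gene (chromosome 1, 122371115 to 122401661), had a log2 FC of 1.60 (SE 0.45, adjusted p = 0.886), from 26 reads in all over 4 cre-control mice and 74 over 4 nociceptor-ablated mice. For Tnfrsf9 the log2 FC was 0.63 (SE 0.25), and it fell short of the DEG definition without MC26 (0.65), MC28 (0.62), MC29 (0.52), ME17 (0.63) or ME18 (0.39). Cxcl9 (chromosome 5, 92750357 to 92757105) was at 13.5 ± 7.46 CPM (n = 4) in cre-control and 3.50 ± 0.587 CPM (n = 4) in nociceptor-ablated mice, a log2 FC of -1.90 (SE 0.43). Klrd1, a lectin-like receptor gene, had a log2 FC of -1.02 (SE 0.33). Dspp had a log2 FC of -2.90 (SE 1.28) and was not called, with 261 reads in all against 28, and was called without MC26 (-3.28) or MC27 (-3.23). For Marco, Cxcl9 and Klrd1 the 4 mice of each strain did not overlap (exact permutation test, p = 0.0286). When the DESeq-style test took its dispersions from all 6 groups, the calls of Marco (1.57) and Cxcl9 (-1.93) were lost.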

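At Day 14, 435 genes were higher and 495 lower in nociceptor-ablated than in cre-control mice among 14607 tested genes. After adjustment edgeR left 1 DEG, Ptgs2, and DESeq2 left 198. The edgeR count was 0 without MC16, MC17, MC20, D14_ME or ME10, 2 without ME12, and 0 with all 6 groups in one fit. The unadjusted p was under 0.05 for 1580 genes, where chance alone gives 730. The strains did not overlap in CPM for 15.7% of tested genes. The total of 930 DEGs was 580 without MC20, 584 without D14_ME, 601 without MC17 and 1487 without ME10. Vegfa had a log2 FC of 0.87 (SE 0.18), Il1a 1.22 (SE 0.23), Il1b 1.22 (SE 0.21) and Tnf 0.85 (SE 0.18). The adjusted p was 0.311, 0.309, 0.309 and 0.311, and the 3 mice of each strain did not overlap for any of the 4 genes (exact permutation test, p = 0.1). The calls of Il1a and Tnf were lost with all 6 groups in one fit, at 1.2 and 0.84. Lower in nociceptor-ablated mice were Alox5 at -1.06 (SE 0.27), Car2 at -1.85 (SE 0.68), Ccl5 at -1.69 (SE 0.70), Elane at -2.61 (SE 0.93) and Mmp8 at -2.16 (SE 0.56). Car2 fell short of the DEG definition without MC17 (-1.38), MC20 (-1.94), D14_ME (-1.46) or ME12 (-1.74). Without the same 4 mice Ccl5 fell short at -1.52, -1.57, -1.44 and -1.23. Elane fell short without MC17 (-2.16), MC20 (-2.50) or ME12 (-2.54). Genes of red blood cell precursors in bone marrow moved with these 5 genes, with a median log2 FC of -2.13 over 9 genes, or -4.3 without ME10.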

After 14 days of infection, there were 257 genes with greater expression in nociceptor-ablated mice (e.g., Vegfa, IL1a, IL1b, and Tnf) compared to 219 genes with greater expression in control mice (e.g., Alox5, Car2, Ccl5, Elane, and Mmp8) (Fig. 2B).

### Nociceptor-ablation results in a greater enrichment of biological processes related to inflammation, specifically immune cell chemotaxis and migration, compared to cre-control after 14 days of infection

After 14 days following pulp exposure, 257 genes were significantly greater expressed in nociceptor-ablated mice, whereas 219 genes were significantly reduced expressed in ablated mice. Gene ontology analysis revealed biological processes enriched within each set of differentially expressed genes (Fig. 3). Among the biological processes enriched in both nociceptor-ablated and control mice, “Regulation of Cytokine Production” was ~ 3.7 times more enriched in nociceptor-ablated mice. Similarly, “Regulation of Immune System Process” was ~ 2.4 times more enriched in these mice compared to control. Furthermore, the number of genes within overlapping biological processes was greater in nociceptor-ablated mice, including “Inflammatory Response”, “Regulation of Cell–Cell Adhesion”, “Response to Stress”, and “Response to Stimulus”.

**Figure 3:**
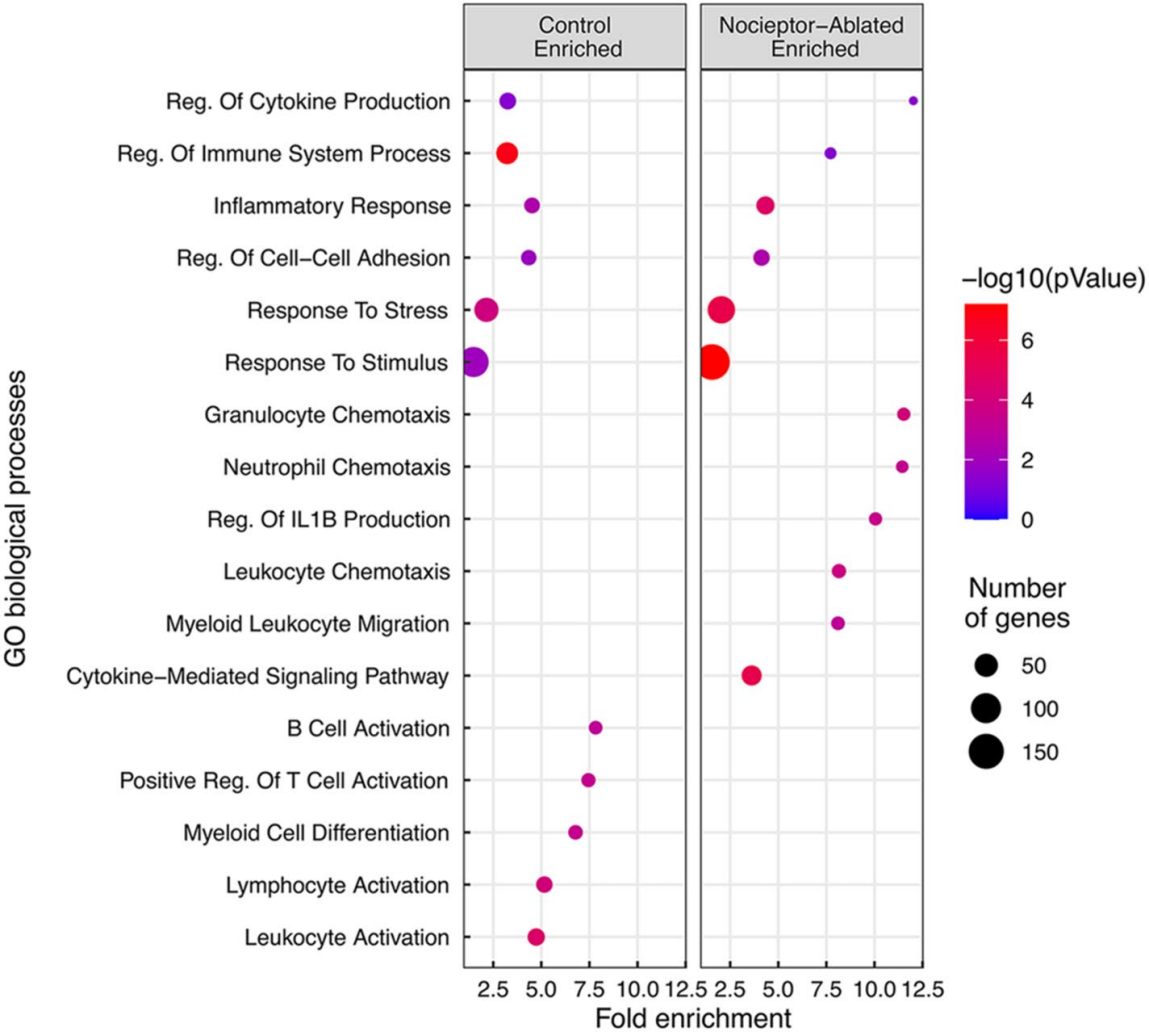
Nociceptor-ablation results in a greater enrichment of biological processes related to inflammation, specifically immune cell chemotaxis and migration, compared to cre-control after 14 days of infection. Enriched gene ontology (GO) biological processes of DEGs between cre-control and nociceptor-ablated lesions at 14 days of infection are plotted as Fold Enrichment for each biological process, where color correlates to -log(*p*Value) and size corresponds to the number of genes enriched in each process.

Moreover, subsets of biological processes were unique to either nociceptor-ablated or control differentially expressed genes. Within nociceptor-ablated mice, biological processes including “Granulocyte Chemotaxis,” “Neutrophil Chemotaxis,” and “Regulation of IL-1β Production” were enriched. 

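The paper's gene ontology enrichment was not recomputed, and short lists of genes for the processes and cell types it names were tested with limma's camera, with Benjamini-Hochberg adjustment over 18 lists. At Day 14, 11 lists had an adjusted p under 0.05, of which 2 also did under fry and 0 when the correlation between genes was estimated from the data. The neutrophil chemotaxis list, 4 of whose genes the paper names, had a median log2 FC of 0.01 between the strains, with 13 of 24 genes higher in nociceptor-ablated mice (adjusted p = 0.305), and passed camera without MC17 at a median of 0.16. The list of IL-1 and inflammasome genes, 4 of them named in the paper, had a median of 0.34, with 17 of 20 genes higher (adjusted p = 2.77e-06 from camera and 0.0145 from fry).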

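A list of 17 B cell genes had a median log2 FC of -1.14 between nociceptor-ablated and cre-control mice at Day 14, with 0 of 17 genes higher in nociceptor-ablated mice (adjusted p = 3.65e-08 from camera and 0.206 from fry). Without D14_ME this median was -0.65. For 16 T cell genes the median was -0.47, with 2 of 16 higher (adjusted p = 0.000291 and 0.228). The 10 MHC class II genes had a median of -0.75, with 0 of 10 higher (adjusted p = 1.38e-09 and 0.0864). Among myeloid genes, 15 neutrophil granule genes made in marrow precursors had a median of -2.48, with 0 of 15 higher (adjusted p = 4.71e-13 and 0.175), and 13 osteoclast genes had a median of -0.35, with 0 of 13 higher (adjusted p = 0.00476 and 0.535). The osteoclast list did not pass camera without MC17 (-0.15) or D14_ME (-0.19), and its median was -0.61 without ME10 and -0.58 without MC16. At Day 7 the osteoclast list went the other way, with a median of 0.28 and 13 of 13 genes higher (adjusted p = 0.000674 from camera and 0.9 from fry).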

Biological processes that were only enriched in control mice include “B Cell Activation,” “Positive Regulation of T Cell Activation,” and “Myeloid Cell Differentiation.”

### After 14 days of infection, nociceptor-ablated lesions display unique patterns of expression of genes related to bone metabolism, immune cell, and inflammatory processes

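Vegfa (chromosome 17, 46153942 to 46169326) was at 159.1 ± 32.5 CPM (n = 3) in cre-control and 286.0 ± 44.0 CPM (n = 3) in nociceptor-ablated mice at Day 14. Dspp had 4 reads over the 3 cre-control mice and 30 over the 3 nociceptor-ablated mice of that day, too few for the filter. Without the filter it was called, as it was by DESeq2, but with all 6 groups in one fit it was not. Sfrp2, a secreted Wnt antagonist gene (chromosome 3, 83570243 to 83578238), was lower in nociceptor-ablated mice with a log2 FC of -0.87 (SE 0.21, adjusted p = 0.345). The chemokine gene Ccl3 (chromosome 11, 83461346 to 83462857) was at 6.98 ± 3.04 against 22.2 ± 2.63 CPM (n = 3 each), a log2 FC of 1.69 (SE 0.32, adjusted p = 0.309). Tnf (chromosome 17, 35336326 to 35338952) was at 11.9 ± 1.48 against 21.0 ± 2.43 CPM (n = 3 each). For Ccl5 (chromosome 11, 83339280 to 83344020) the values were 8.35 ± 3.04 and 2.57 ± 2.45 CPM (n = 3 each), with the strains overlapping (exact permutation test, p = 0.2).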

Within periapical lesions following 14 days of infection, nociceptor-ablation modulates expression of genes related to bone biology, particularly in processes related to regulation of osteoblast differentiation (e.g., Vegfa, Dspp, and Sfrp2), regulation of osteoclast differentiation (e.g., Ccl3, Tnf, and Ccl5), bone development, and ossification (Fig. 4A). Among genes related to immune and inflammatory processes, nociceptor-ablation modulates expression of genes within positive regulation of the immune response (e.g., Zc3h12a, Nod2, Nlrp3, IL1b, Nfkbid, and Slc11a1) and inflammatory response (e.g., Zfp36, Ptgs2, Alox5, Alox5ap, and Ptgis) (Fig. 4B).

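Of the immune response genes, Nlrp3 (chromosome 11, 59355070 to 59380458) was at 35.0 ± 5.20 CPM (n = 3) in cre-control and 91.1 ± 23.0 CPM (n = 3) in nociceptor-ablated mice at Day 14, a log2 FC of 1.40 (SE 0.21, adjusted p = 0.309). The log2 FC was 0.76 (SE 0.19) for Nod2, 0.95 (SE 0.25) for Nfkbid and 0.72 (SE 0.21) for Slc11a1, which fell short of the DEG definition without ME10 (0.54). For Zc3h12a it was 0.58 (SE 0.14), under the fold threshold, and passed it without MC16 (0.65), D14_ME (0.60) or ME10 (0.62). Ptgs2, the cyclooxygenase-2 gene (chromosome 1, 151947254 to 151955140), was at 58.6 ± 5.23 against 169.5 ± 5.14 CPM (n = 3 each), a log2 FC of 1.56 (SE 0.12, adjusted p = 0.0255). Zfp36 was higher by a log2 FC of 0.81 (SE 0.21). Alox5ap was lower by -1.10 (SE 0.33), as was Ptgis at -0.76 (SE 0.26), which fell short without MC17 (-0.53) or D14_ME (-0.59). When a DESeq-style test took its dispersions from all 6 groups, it called none of Nlrp3, Nfkbid, Slc11a1, Zfp36, Ptgs2, Il1a, Il1b, Tnf and Ccl3. Over 26 genes the paper names as differing between the strains at Day 14, 25 were tested, all 25 had the stated direction and 23 met the DEG definition. The adjusted p was under 0.05 for 1 of them over all genes tested and for 25 adjusted over the list alone. The latter is not independent evidence, because the paper chose these genes on the same mice. The paper's real-time PCR in additional mice, reported for some of these genes, was not part of these counts.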

**Figure 4:**
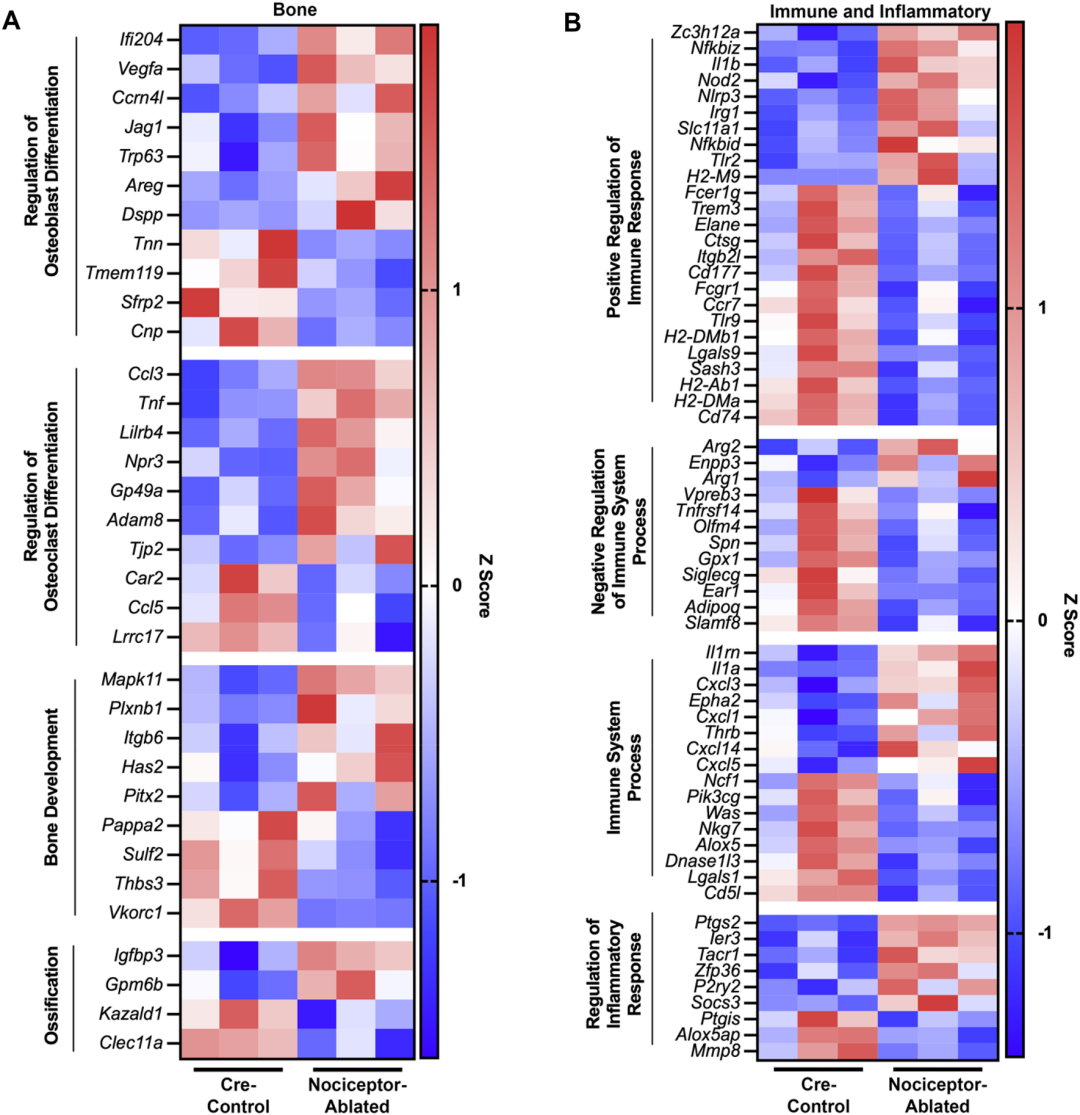
After 14 days of infection, nociceptor-ablated lesions display unique patterns of expression of genes related to bone, immune, and inflammatory processes. Heatmap of select inflammatory DEGs expressed in the periapical lesions from mice on Day 14 post- pulp exposure related to bone (**A**) and immune and inflammatory (**B**) biological processes. Color corresponds to z score of Reads Per Kilobase of transcript per Million mapped (RPKM) values of each gene (n = 3 mice/strain).

### Nociceptor-ablated mice show greater expression of genes known to modulate development and progression of apical periodontitis throughout the course of infection

Throughout the course of the infection, nociceptors modulate the expression of various genes within the periapical lesion. At 14 days following pulp exposure, nociceptor-ablated mice exhibit greater levels of genes including Ccl3, IL1a, IL1b, Junb, Mmp3, and Tnf (Supplementary Fig. S1-3). Conversely, control mice exhibit greater expression of Ccl5, Mmp8, Sfrp2, Tmem119, and Tnn after 14 days of infection. 

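Il1a (chromosome 2, 129125346 to 129135708) was at 19.1 ± 1.22 CPM (n = 3) in cre-control and 43.4 ± 14.1 CPM (n = 3) in nociceptor-ablated mice at Day 14, and Il1b (chromosome 2, 129190306 to 129196875) at 229.1 ± 50 and 526.2 ± 101 CPM (n = 3 each). At Day 7 the same genes reached 96.7 and 1284 CPM in a single cre-control mouse and 146.8 and 1670 CPM in a single nociceptor-ablated mouse. Junb (chromosome 8, 87500811 to 87502617) had a log2 FC of 0.80 (SE 0.11, adjusted p = 0.309) at Day 14. For Mmp3 (chromosome 9, 7445822 to 7455972) it was 2.84 (SE 0.71, adjusted p = 0.371), from 6.58 ± 3.97 to 45.8 ± 25.7 CPM (n = 3 each). The 20 immediate early genes of a list that holds Junb, Zfp36 and Ptgs2 had a median log2 FC of 0.81, with 19 of 20 higher in nociceptor-ablated mice.

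**Figure D2:**
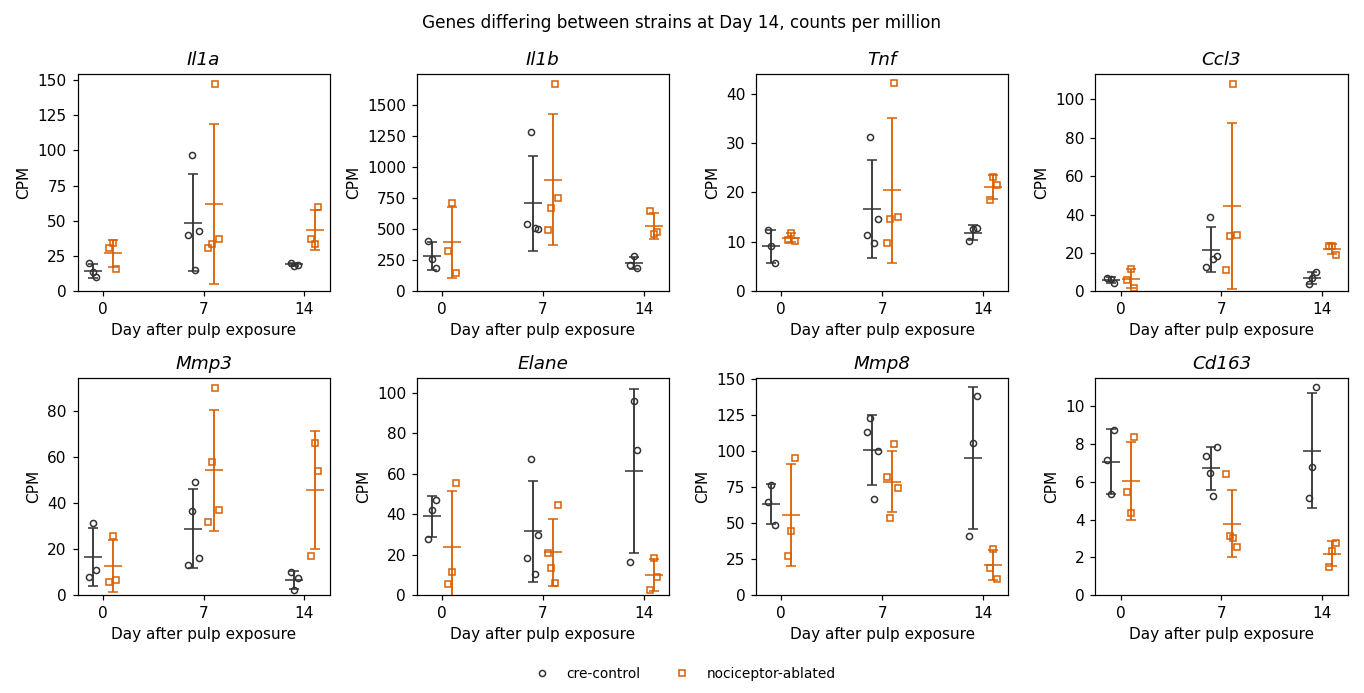
CPM of 8 genes (vertical axes) by day after pulp exposure (horizontal axes) in cre-control (black circles) and nociceptor-ablated mice (orange squares), 1 point per mouse, n = 3 at Days 0 and 14 and n = 4 at Day 7, with the mean as a horizontal bar and the SD as whiskers, which stop at 0. At Day 14 Il1a, Il1b, Tnf, Ccl3 and Mmp3 were higher and Mmp8 and Cd163 lower in all 3 nociceptor-ablated mice, while Elane overlapped, at 16.6 to 96.0 CPM in cre-control and 2.44 to 18.2 CPM in nociceptor-ablated mice.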

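Mmp8, a neutrophil collagenase gene (chromosome 9, 7558429 to 7568486), was at 94.8 ± 49.3 CPM (n = 3) in cre-control and 20.8 ± 10.4 CPM (n = 3) in nociceptor-ablated mice at Day 14. Tnn, the tenascin N gene (chromosome 1, 162015165 to 162083711), was at 1333 ± 651 and 467.1 ± 62.8 CPM (n = 3 each), a log2 FC of -1.48 (SE 0.33, adjusted p = 0.331). Tmem119 (chromosome 5, 114243738 to 114250525) was at 158.4 ± 34.1 and 103.8 ± 12.5 CPM (n = 3 each). Its log2 FC of -0.58 (SE 0.17, adjusted p = 0.384) was just under the fold threshold, which it passed by DESeq2 (-0.59), without the filter (-0.60) and without MC16 (-0.70), MC17 (-0.66), D14_ME (-0.66) or ME10 (-0.61).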

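For Dspp, Nod2 and Vegfa the strains were compared at all 3 days. The log2 FC of nociceptor-ablated over cre-control mice was 1.11 (SE 0.74, adjusted p = 0.999) at Day 0 for Dspp, not past the unadjusted threshold. At Day 0 it was 0.54 (SE 0.14) for Nod2 and 0.54 (SE 0.19) for Vegfa, both under the fold threshold. Nod2 passed it without MC23 (0.59), MC24 (0.60) or ME9 (0.59), and Vegfa without MC24 (0.60) or ME9 (0.69). At Day 7 the log2 FC was -0.21 (SE 0.31, adjusted p = 0.926) for Nod2 and 0.06 (SE 0.17, adjusted p = 0.96) for Vegfa. Nod2 (chromosome 8, 91171214 to 91212373) stood at 25.3 ± 6.01 CPM (n = 3) in cre-control and 42 ± 3.76 CPM (n = 3) in nociceptor-ablated mice at Day 14. The mean CPM of Dspp over the days was 56.6, 5.54 and 0.102 in cre-control mice and 124.1, 0.718 and 1.06 in nociceptor-ablated mice.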

Some genes are differentially expressed at multiple time points, including Dspp, Nod2, and Vegfa.

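The macrophage scavenger receptor gene Cd163 (chromosome 6, 124254669 to 124280545) was at 7.66 ± 3.03 CPM (n = 3) in cre-control and 2.19 ± 0.672 CPM (n = 3) in nociceptor-ablated mice at Day 14, a log2 FC of -1.76 (SE 0.38, adjusted p = 0.311). It was lower in all 3 nociceptor-ablated mice than in any cre-control mouse. A fit of all 6 groups took the mean of 13 erythroid genes of each mouse as a covariate, some with very low counts. Of the 7 genes Elane, Mmp8, Car2, Alox5, Alox5ap, Ccl5 and Cd163, 1 met the DEG definition, against 7 of 7 without the covariate. Their median log2 FC went from -1.77 to -0.70. The covariate lowered all DEGs between the strains at Day 14 from 1159 to 436 in the same fit, so the loss of calls is not particular to these genes.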

We also examined genes for known markers of immune cells and found nociceptor-ablated mice had significantly lower expression of B cell marker, Cd19, and M2 Macrophage marker, Cd163, after 14 days of infection compared to cre-control mice (Supplementary Fig. S4). Expression of genes within the periapical lesion after 14 days of infection was confirmed with real time PCR, where nociceptor-ablation resulted in a significant upregulation of IL1a (*p* = 0.01), Tnf (*p* = 0.01), and Nlrp3 (*p* < 0.01), whereas ablated mice had reduced expression of Alox5 (*p* = 0.03) (Supplementary Fig. S1). Ccl3 and Dspp expression were not significantly different between genotypes, (*p* = 0.07 and* p* = 0.22, respectively) but Dspp expression in nociceptor-ablated mice decreased ~ 515 fold compared to Day 0 and decreased ~ 320 fold in cre-control mice.

### Discussion

The crosstalk between bone and neural tissue has been a growing area of research interest^14^, yet there has been a lack of studies investigating this communication in the context of an inflammatory environment. Despite an existing body of evidence on some of the molecular events that govern the initiation and maintenance of AP, this study is the first to establish the transcriptomic profiling underlying its pathogenesis. Moreover, we have demonstrated that nociceptive neuronal fibers innervating the tissues surrounding teeth, through multiple cell-to-cell interactions, modulate this disease progression^8^. In this study, we have found that nociceptors regulate the transcriptomic profile of periapical lesions in a mouse model of AP. Specifically, nociceptor-ablation enriches the expression of inflammatory genes and biological processes after 14 days of infection, suggesting nociceptor-ablation impacts the kinetics of the immune response in AP. Periapical lesions that develop in AP comprise a complex inflammatory cascade in response to infection, consequently contributing to osteolytic activity and bone loss. Therefore, investigating mechanisms targeting these inflammatory processes has tremendous potential for developing novel AP treatments.

#### Effects of nociceptors on bone metabolism genes

Among the hundreds of genes differentially regulated throughout the course of the infection in AP, many were involved in bone metabolism. Notably, nociceptor-ablation resulted in a greater upregulation of genes that promoted osteolytic activity by either promoting osteoclastogenesis (i.e., Acp5, Ctsk, Tnfrsf11a, Ccr5) or inhibiting osteoblastogenesis (i.e., Saa3)^15–17^. Additionally, key mineralization genes that were initially downregulated in control mice from Days 0 to 7 (i.e., Wnt10b, Bmp6, and Sost) were upregulated between Day 7 and 14, suggesting a potential mineralization repair attempt seen in control but not nociceptor-ablated mice, matching patterns of AP bone loss we have observed at 14 days^8^. 

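In cre-control mice Sost, the sclerostin gene (chromosome 11, 101823772 to 101828329), fell by a log2 FC of -1.96 (SE 0.43, adjusted p = 0.0112) from Day 0 to Day 7 and rose by 2.22 (SE 0.51, adjusted p = 0.0185) from Day 7 to Day 14. From Day 7 to Day 14 Bmp6 rose by 1.02 (SE 0.25, adjusted p = 0.0222) and Wnt10b by 0.86 (SE 0.19, adjusted p = 0.0163). In nociceptor-ablated mice over the same days the log2 FC was 0.69 (SE 0.58, adjusted p = 0.431) for Sost, -0.19 (SE 0.37, adjusted p = 0.759) for Bmp6 and 1.13 (SE 0.50, adjusted p = 0.164) for Wnt10b. Wnt10b was not called there, but was by DESeq2 (1.14), with all 6 groups in one fit (1.10) and without ME16 (1.49) or ME12 (1.49). The change in nociceptor-ablated mice minus that in cre-control mice was -1.22 (SE 0.45, adjusted p = 0.404) for Bmp6, past the unadjusted threshold. It was -1.56 (SE 0.83, adjusted p = 0.478) for Sost and 0.26 (SE 0.57, adjusted p = 0.866) for Wnt10b, neither past it. From the rise of these genes in cre-control mice after Day 7, the paper proposes an attempt at mineralization repair in control but not in nociceptor-ablated mice.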

Differences in the expression of key genes between strains were confirmed with RT-PCR, further validating the enriched osteolytic profile in nociceptor-ablated mice. The dramatic decrease in Dspp expression shown in both RNA sequencing and RT-PCR illustrates the osteolytic nature of the disease, with a strong inhibition of mineralization. Moreover, Junb, a component of the transcription factor complex activated by RANK/RANKL binding, is expressed greater in nociceptor-ablated mice, suggesting greater osteoclast differentiation^15^. Within the process of tissue degradation, matrix metalloproteinases (MMPs) play a key role. As such, Mmp3 has greater expression in nociceptor-ablated mice, whereas Mmp8 is expressed greater in control mice, suggesting nociceptors differentially regulate expression of these enzymes throughout the course of infection^18,19^. Other genes involved in promoting osteolytic activity include Nod2 and Vegfa, which had greater expression in nociceptor-ablated mice^20,21^ Overall, these findings suggest nociceptors play a strong role in protecting against AP bone loss by decreasing the expression of genes promoting osteoclastogenesis and promoting the expression of those related to mineralization.

#### Effects of nociceptors on inflammatory pathways

Nociceptor-ablation resulted in greater enrichment of genes related to cytokine production and immune system processes compared to control after 14 days of infection. Moreover, differentially expressed genes in nociceptor-ablated mice were enriched in processes involved in immune cell chemotaxis and migration, whereas control differentially expressed genes were enriched in immune cell differentiation and activation. We have previously shown that nociceptor-ablation results in greater infiltration of immune cells earlier in the infection^8^, which is recapitulated in the current study examining immune cell marker expression. These results suggest nociceptors play an inhibitory role in the kinetics of immune cell differentiation, activation, and migration, which could contribute to their suppression of excessive AP bone loss. Indeed, nociceptor-ablated mice had significantly greater expression of inflammatory and bone metabolism genes compared to control mice. Particularly, IL1a, IL1b, and Tnf expression were greater in the lesions from nociceptor-ablated mice. These mediators are known to regulate the inflammatory response and aid in the differentiation of osteoclasts^5^. In addition, many of the genes upregulated in nociceptor-ablated mice are associated with inflammasome pathway signaling, including Nod2, Nlrp3, and IL1b^22^. Inflammasome signaling subsequently activates nuclear factor-κB signaling and transcription of inflammatory mediators, particularly cytokines^22^. The increased expression of Zc3h12a and Nfkbid in nociceptor-ablated mice further supports this mechanism, as these genes are key elements of the nuclear factor-κB pathway^23,24^. It is noteworthy that a shift to an anti-inflammatory M2 macrophage (CD163) phenotype seen in control mice was inhibited in the nociceptor-ablated mice. Future studies can further investigate direct mechanisms through which nociceptors modulate inflammasome pathways within AP lesions.

#### Limitations of study

While these results provide insight into biological processes regulated by nociceptors in apical periodontitis within the inflammatory site, there are a few limitations to this approach. Although the sample size of three to four biological replicates per genotype and time point is consistent with other transcriptomic studies^25^, greater sample sizes could result in an even more robust transcriptomic analysis. Although high-throughput sequencing is a powerful bioinformatic tool, we ensured the reproducibility of our results by repeating these experiments in additional mice, validating changes in genes of interest using real-time PCR. It is important to highlight that transcriptomic changes may not represent changes in protein expression or functional changes. Nonetheless, the results presented in this study are the first insight on transcriptomic changes in the kinetics of apical periodontitis development and how nociceptors regulate it.

#### Conclusion

Taken together, these results further emphasize the complex nature of changes that occur during the initiation, development of maintenance of apical periodontitis, and how nociceptors regulate the disease. They directly affect the activity of bone metabolism cells and modulate immune response profile, at least in part, through a global change in transcriptomics. Although AP is marked by pain leading to loss of function and lowered quality of life, the results of this study further confirm that the dense innervation present in tissues surrounding teeth does not solely serve a sensorial function. This newly uncovered neuro-immune axis and its mechanisms in AP can be an important therapeutic target for the treatment of this prevalent disease.

## Materials and methods

### Animals

Mice were bred and housed in a light/temperature-controlled environment at UT Health San Antonio with 2–5 animals per cage where food and water were available ad libitum. Male mice aged 8–12 weeks were used for all experiments, and nociceptor-ablated mice were generated as described previously^26^. Briefly, heterozygous Nav1.8^cre+^ mice were crossed with homozygous Rosa26^tm1 (DTA)Lky+^ to produce cre-control (Nav1.8 ^cre+/−^) and nociceptor-ablated (Nav1.8 ^cre+/−^ DTA^lox+/−^) mice. Mice were genotyped and underwent capsaicin eye-wipe nocifensive behavioral testing to confirm ablation and include in study, as described previously^8^. All studies were approved by the Institutional Animal Care and Use Committee of the University of Texas Health Science Center at San Antonio (Protocol 20170053AR). Furthermore, all experiments were performed in accordance with the National Institutes of Health Guide and Public Health Service policy on humane care and use of laboratory animals and ARRIVE guidelines of the National Center for the Replacement and Reduction of animals in Research.

### Apical periodontitis model and RNA isolation

Apical periodontitis was induced by performing pulp exposure procedures and allowing infections to occur for either 0 (n = 3 mice/strain), 7 (n = 4 mice/strain), or 14 days (n = 3 mice/strain) (n = 20 mice total; samples sizes derived from^8^). Briefly, an intraperitoneal injection of ketamine (75 mg/kg)/dexdomitor (1 mg/kg) was given to anesthetize mice, as described previously^9^. The mice were then mounted on a custom jaw retraction apparatus, and pulp exposures were created in all four first molars, and an intraperitoneal injection of Antisedan (1 mg/kg) was given to reverse the anesthesia. Some mice were immediately euthanized via cervical dislocation following pulp exposure (Day 0 group), while the remaining were transferred were returned to the housing facility. At the appropriate time point (Day 7 or Day 14 post-pulp exposure), mice were briefly anesthetized with isoflurane and euthanized via cervical dislocation. Then the first molars were dissected, pooling 4 teeth per mouse, and immediately snap frozen in liquid nitrogen and stored at -80ºC. After tissue grinding with a frozen surgical blade and homogenization in RNA lysis buffer, total RNA was isolated from harvested periapical lesions using the RNAeasy Kit (Qiagen) according to the manufacturer’s recommendation. After quantification with Nanodrop (Thermo Scientific), RNA was stored at − 80 °C.

### RNA sequencing

Total RNA was then submitted to the Genome Sequencing Facility at UT Health San Antonio for RNA sequencing and blinded bioinformatic analysis^25^. Total RNA was used for RNA-Seq library preparation by following the KAPA Stranded RNA-Seq Kit with RiboErase (HMR) sample preparation guide (Cat. #, KR1151, KAPA Biosystems). All RNA sequencing FastQ reads were aligned with the reference genome (UCSC mouse build mm9) using TopHat2 default settings (v2.0.8)^27^. The aligned BAM files were sorted (SAMTools) and then processed using HTSeq-count (v.0.6.0)^28^ to obtain the counts per gene, and Reads Per Kilobase of transcript, per Million mapped reads (RPKM) were calculated.

### Real time PCR

For validation with real time PCR at either day 0 or 14 (n = 7 mice/strain/day, n = 28 mice total), cDNA was first synthesized from total RNA using the High-Capacity RNA-to-cDNA kit according to the manufacturer’s instructions (Thermo Fisher Scientific). Then, the Taqman™ Fast Advanced Master Mix (Thermo Fisher Scientific) and Taqman™ gene expression assays were used to conduct real time PCR experiments on an ABI 7500 Fast Real-Time PCR System (Thermo Fisher Scientific). The comparative delta-delta cycle threshold method (ΔΔCt) was used to determine the relative expression for each gene of interest normalized to GAPDH, using Day 0 samples as the calibrator, as previously described^29^. We used the following Taqman target probes: Gapdh (Mm99999915_g1), Il1a (Mm00439620_m1), Tnf (Mm00443258_m1), Ccl3 (Mm00441259_g1), Ccl5 (Mm01302427_m1), Nlrp3 (Mm00840904_m1), Alox5 (Mm01182747_m1), and Dspp (Mm00515667_g1).

### Experimental design and statistical analysis

For RNA sequencing analysis, the R package ‘DESeq’ was used to normalize data and find group-pairwise differential gene expression, and comparisons were performed within strains for Day 0 versus 7, Day 0 versus 14, and Day 7 versus 14^25^. Comparisons were also performed between strains at Day 0, Day 7, and Day 14. Differentially expressed genes (DEGs) were defined as Fold Change (FC) > 1.5 and *p* < 0.05. For Day 14 DEGs, gene ontology biological process analyses were performed using Protein Analysis Through Evolutionary Relationships (PANTHER) Overrepresentation Test (PANTHER 16.0 Released 20,210,224)^30^. Briefly, Fold Enrichment scores for enriched Gene Ontology Biological Processes enriched with DEGs compared to the *Mus musculus* reference list were generated along with number of genes present in the annotation data category and p-values using a Fisher test and Bonferroni correction^31^. Statistical analysis for real time PCR was performed using unpaired t tests. Statistical significance set at *p* < 0.05. All statistical analyses were performed using GraphPad Prism 7.0 (GraphPad). The datasets generated for this study can be found in the Gene Expression Omnibus (GEO) #GSE205195.

### Supplementary Information

Supplementary Information.

## Data Availability

The datasets generated for this study can be found in the Gene Expression Omnibus (GEO) #GSE205195 with the token “avydwcuyrlwnzgx”.

# Supplementary material for: Nociceptors regulate osteoimmune transcriptomic response to infection
**Source:** Sci Rep. 2023 Oct 16;13:17601. doi: 10.1038/s41598-023-44648-9
**Supplement:** Supplementary file 1 — Supplementary Information.

##
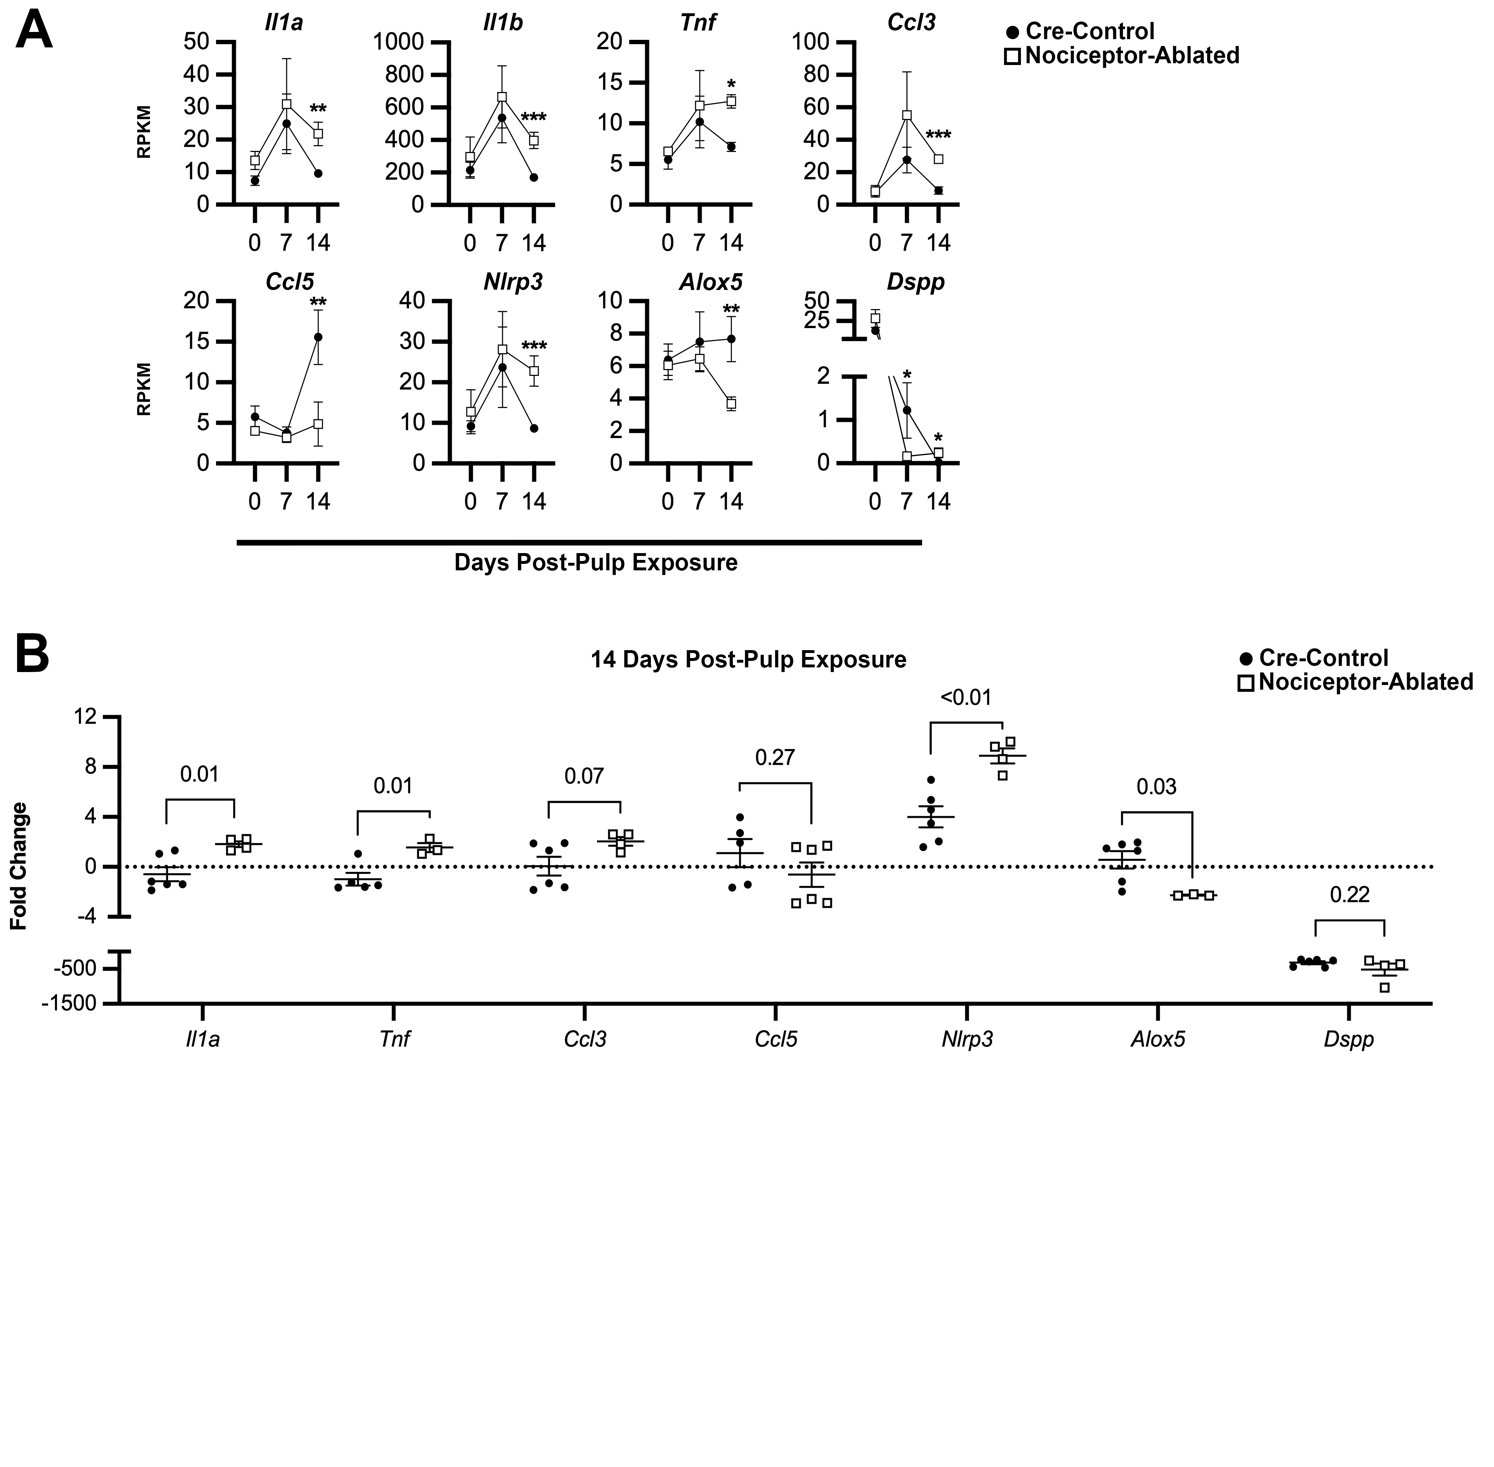

## Supplementary Figure S1 Nociceptor-ablated mice show greater expression of genes known to modulate development and progression of apical periodontitis throughout the course of infection.

Individual expression of selected genes at 0, 7, and 14 days of infection are presented as RPKM (n=3-4 mice/strain) (A). The R package ‘DESeq’ was used to normalize data and find group-pairwise differential gene expression. Validation of RNA sequencing results with real time PCR after 14 days of infection, where data are presented as fold change of respective Day 0 gene expression (n=3-7 mice/strain), and data represent mean ± SEM as analyzed with unpaired t-test (B). *p<0.05, **p<0.001, ***p<0.0001.

**
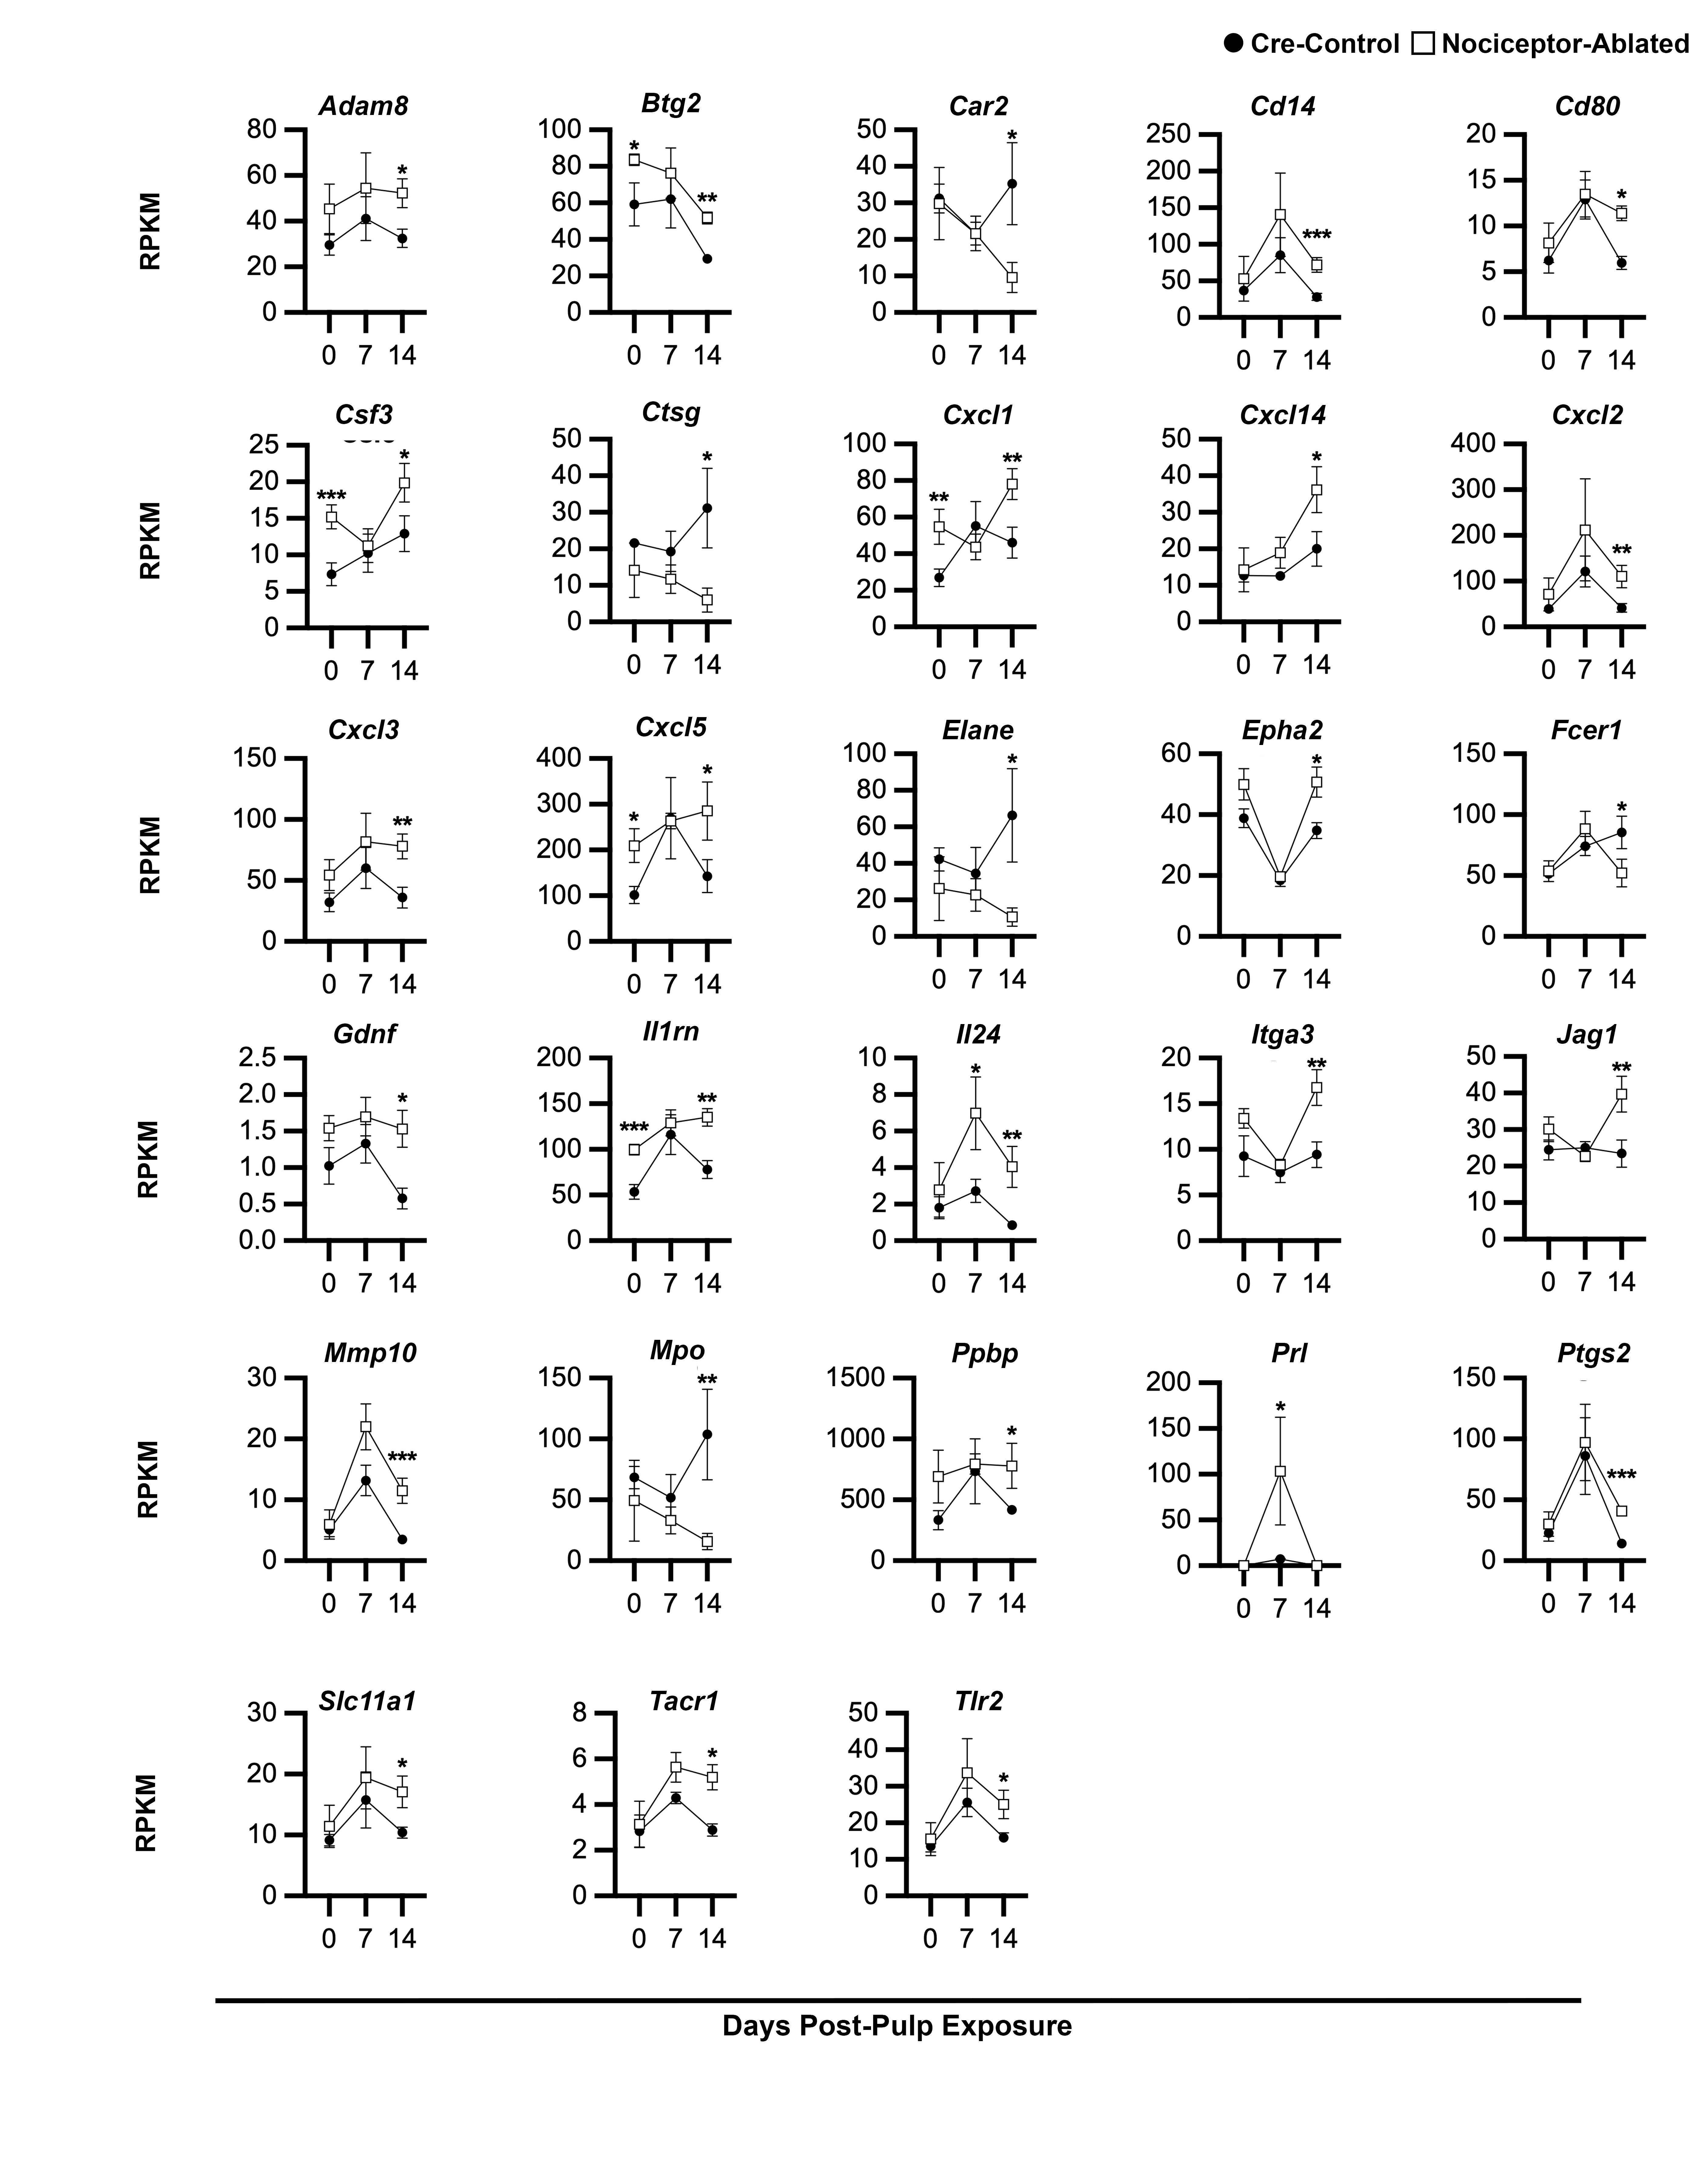
** **Supplementary Figure S2** Individual expression of selected Differentially Expressed Genes at 0, 7, and 14 days of infection are presented as Reads Per Kilobase of transcript per Million mapped (RPKM). The R package ‘DESeq’ was used to normalize data and find group-pairwise differential gene expression. *p<0.05, **p<0.001.

**
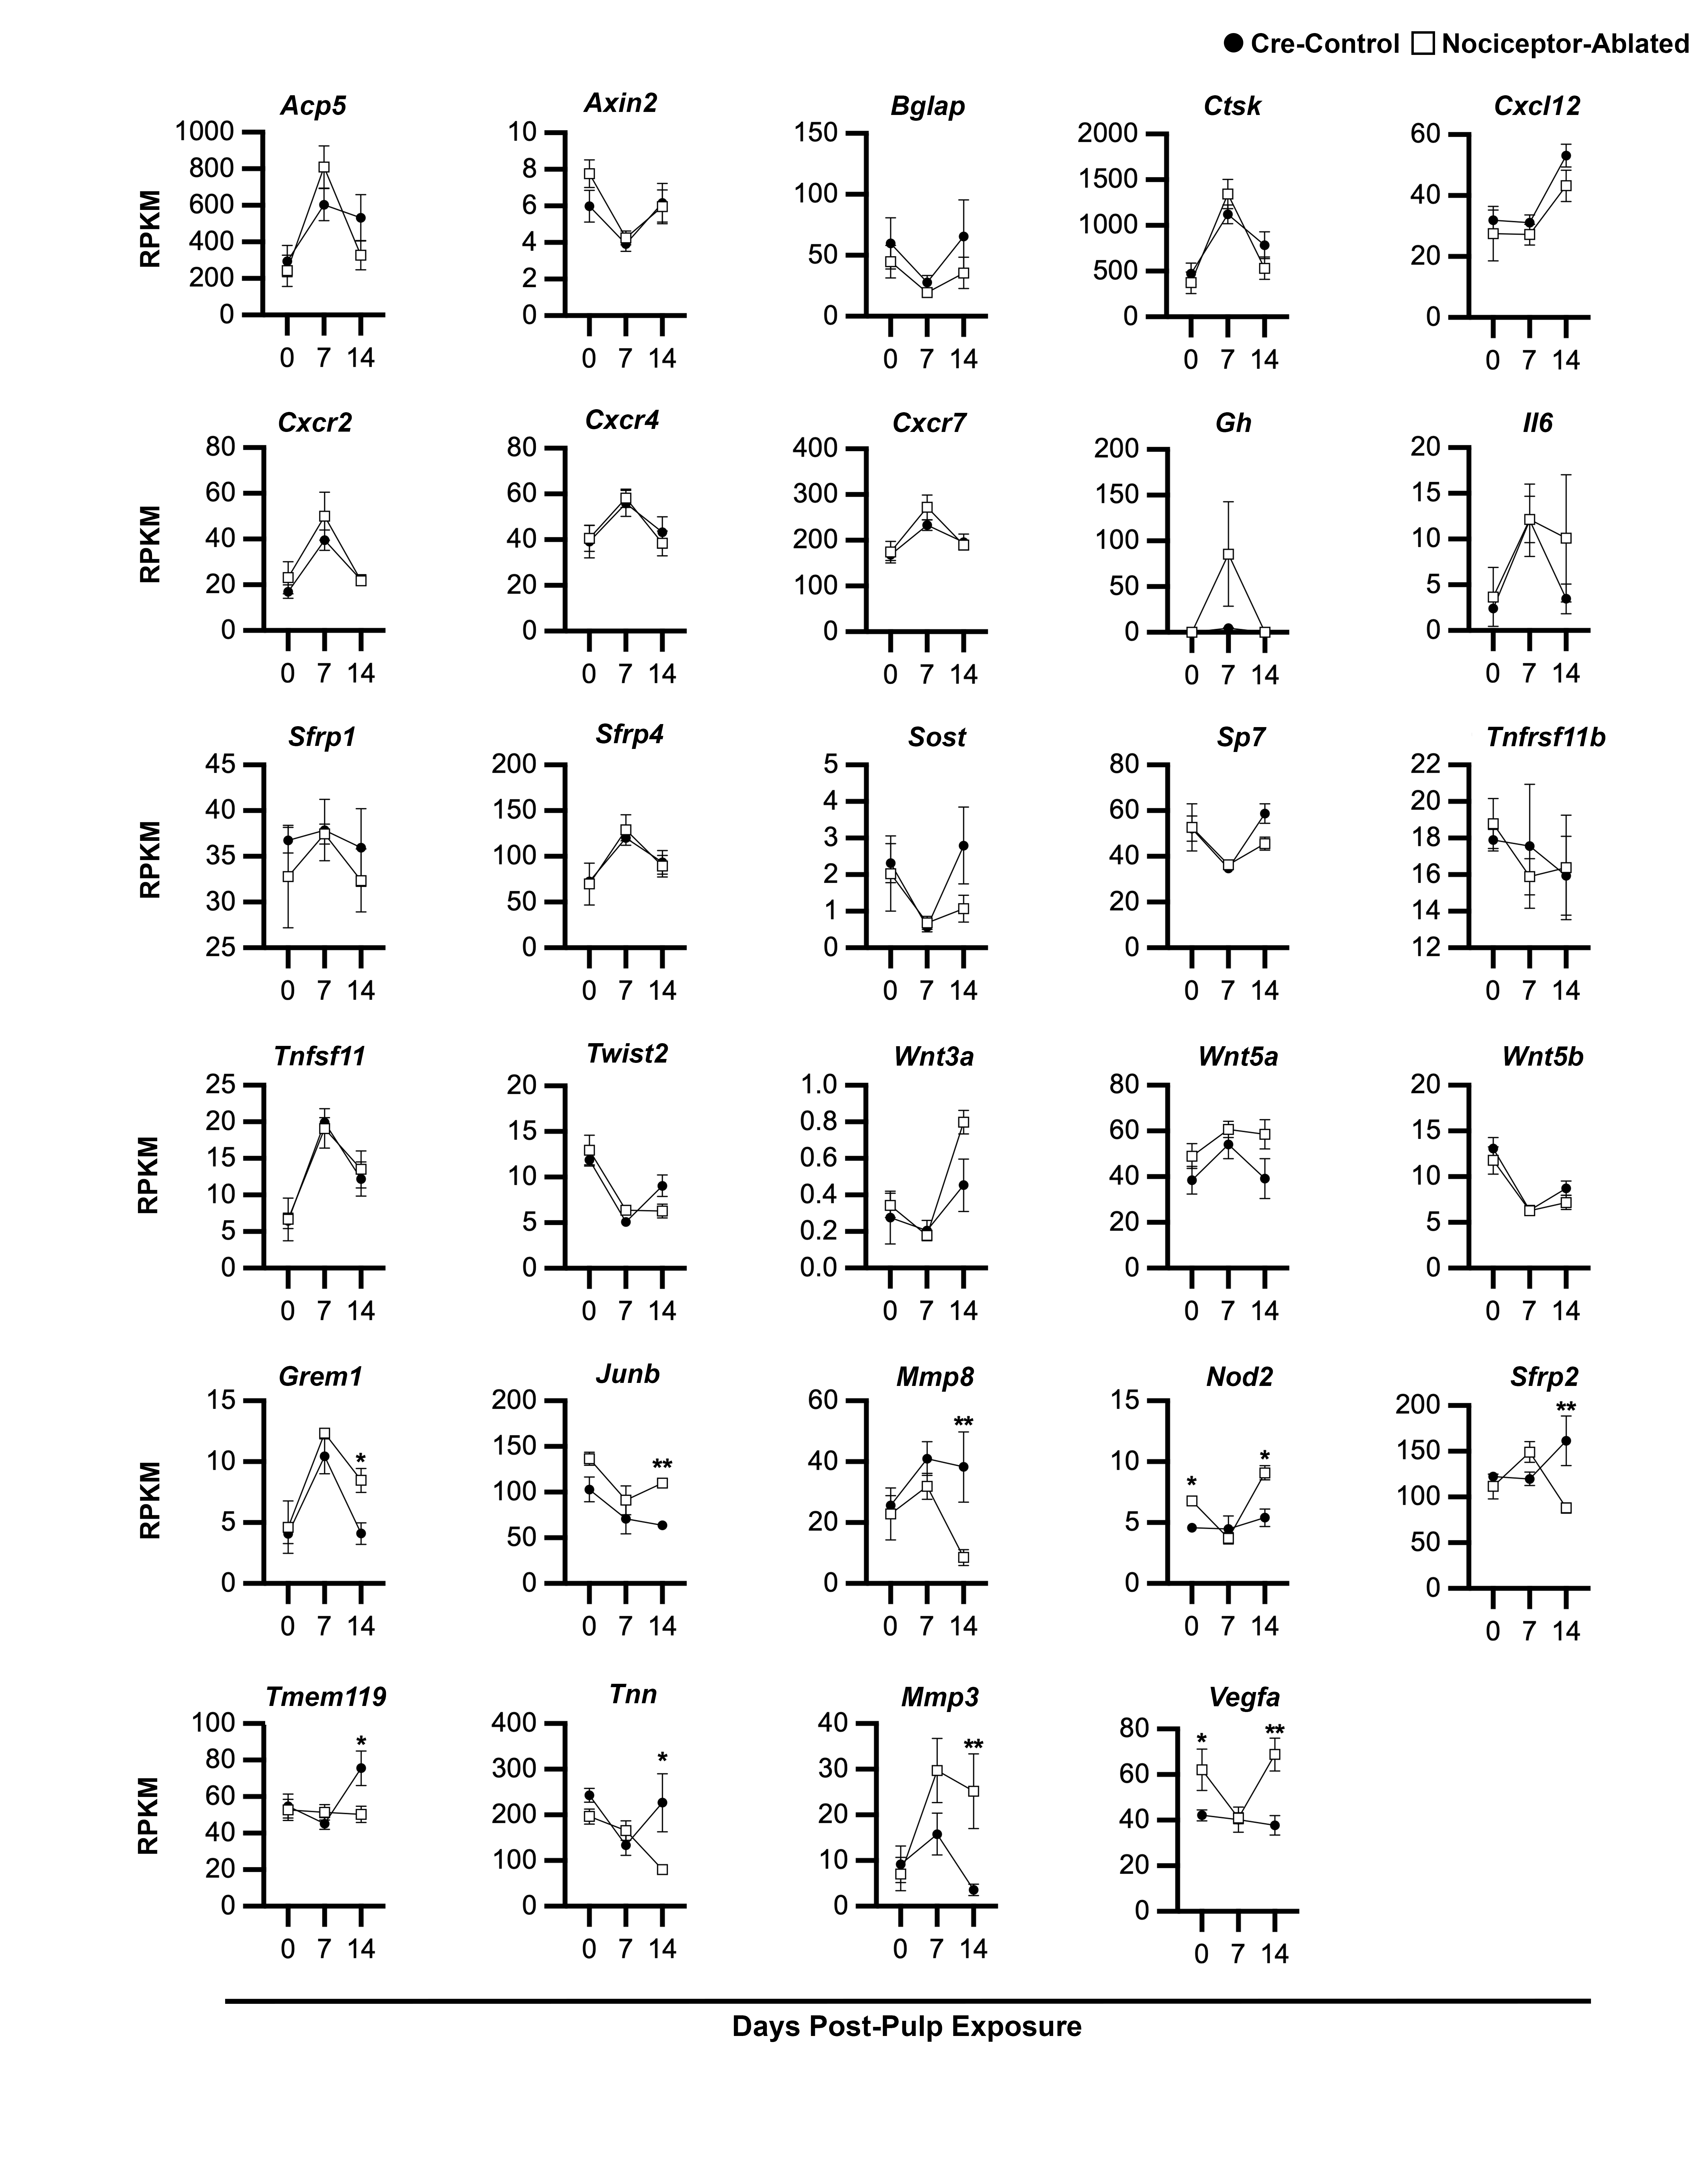
 Supplementary Figure S3** Individual expression of known inflammatory and bone metabolism genes at 0, 7, and 14 days of infection are presented as Reads Per Kilobase of transcript per Million mapped (RPKM). The R package ‘DESeq’ was used to normalize data and find group-pairwise differential gene expression. *p<0.05, **p<0.001.

**
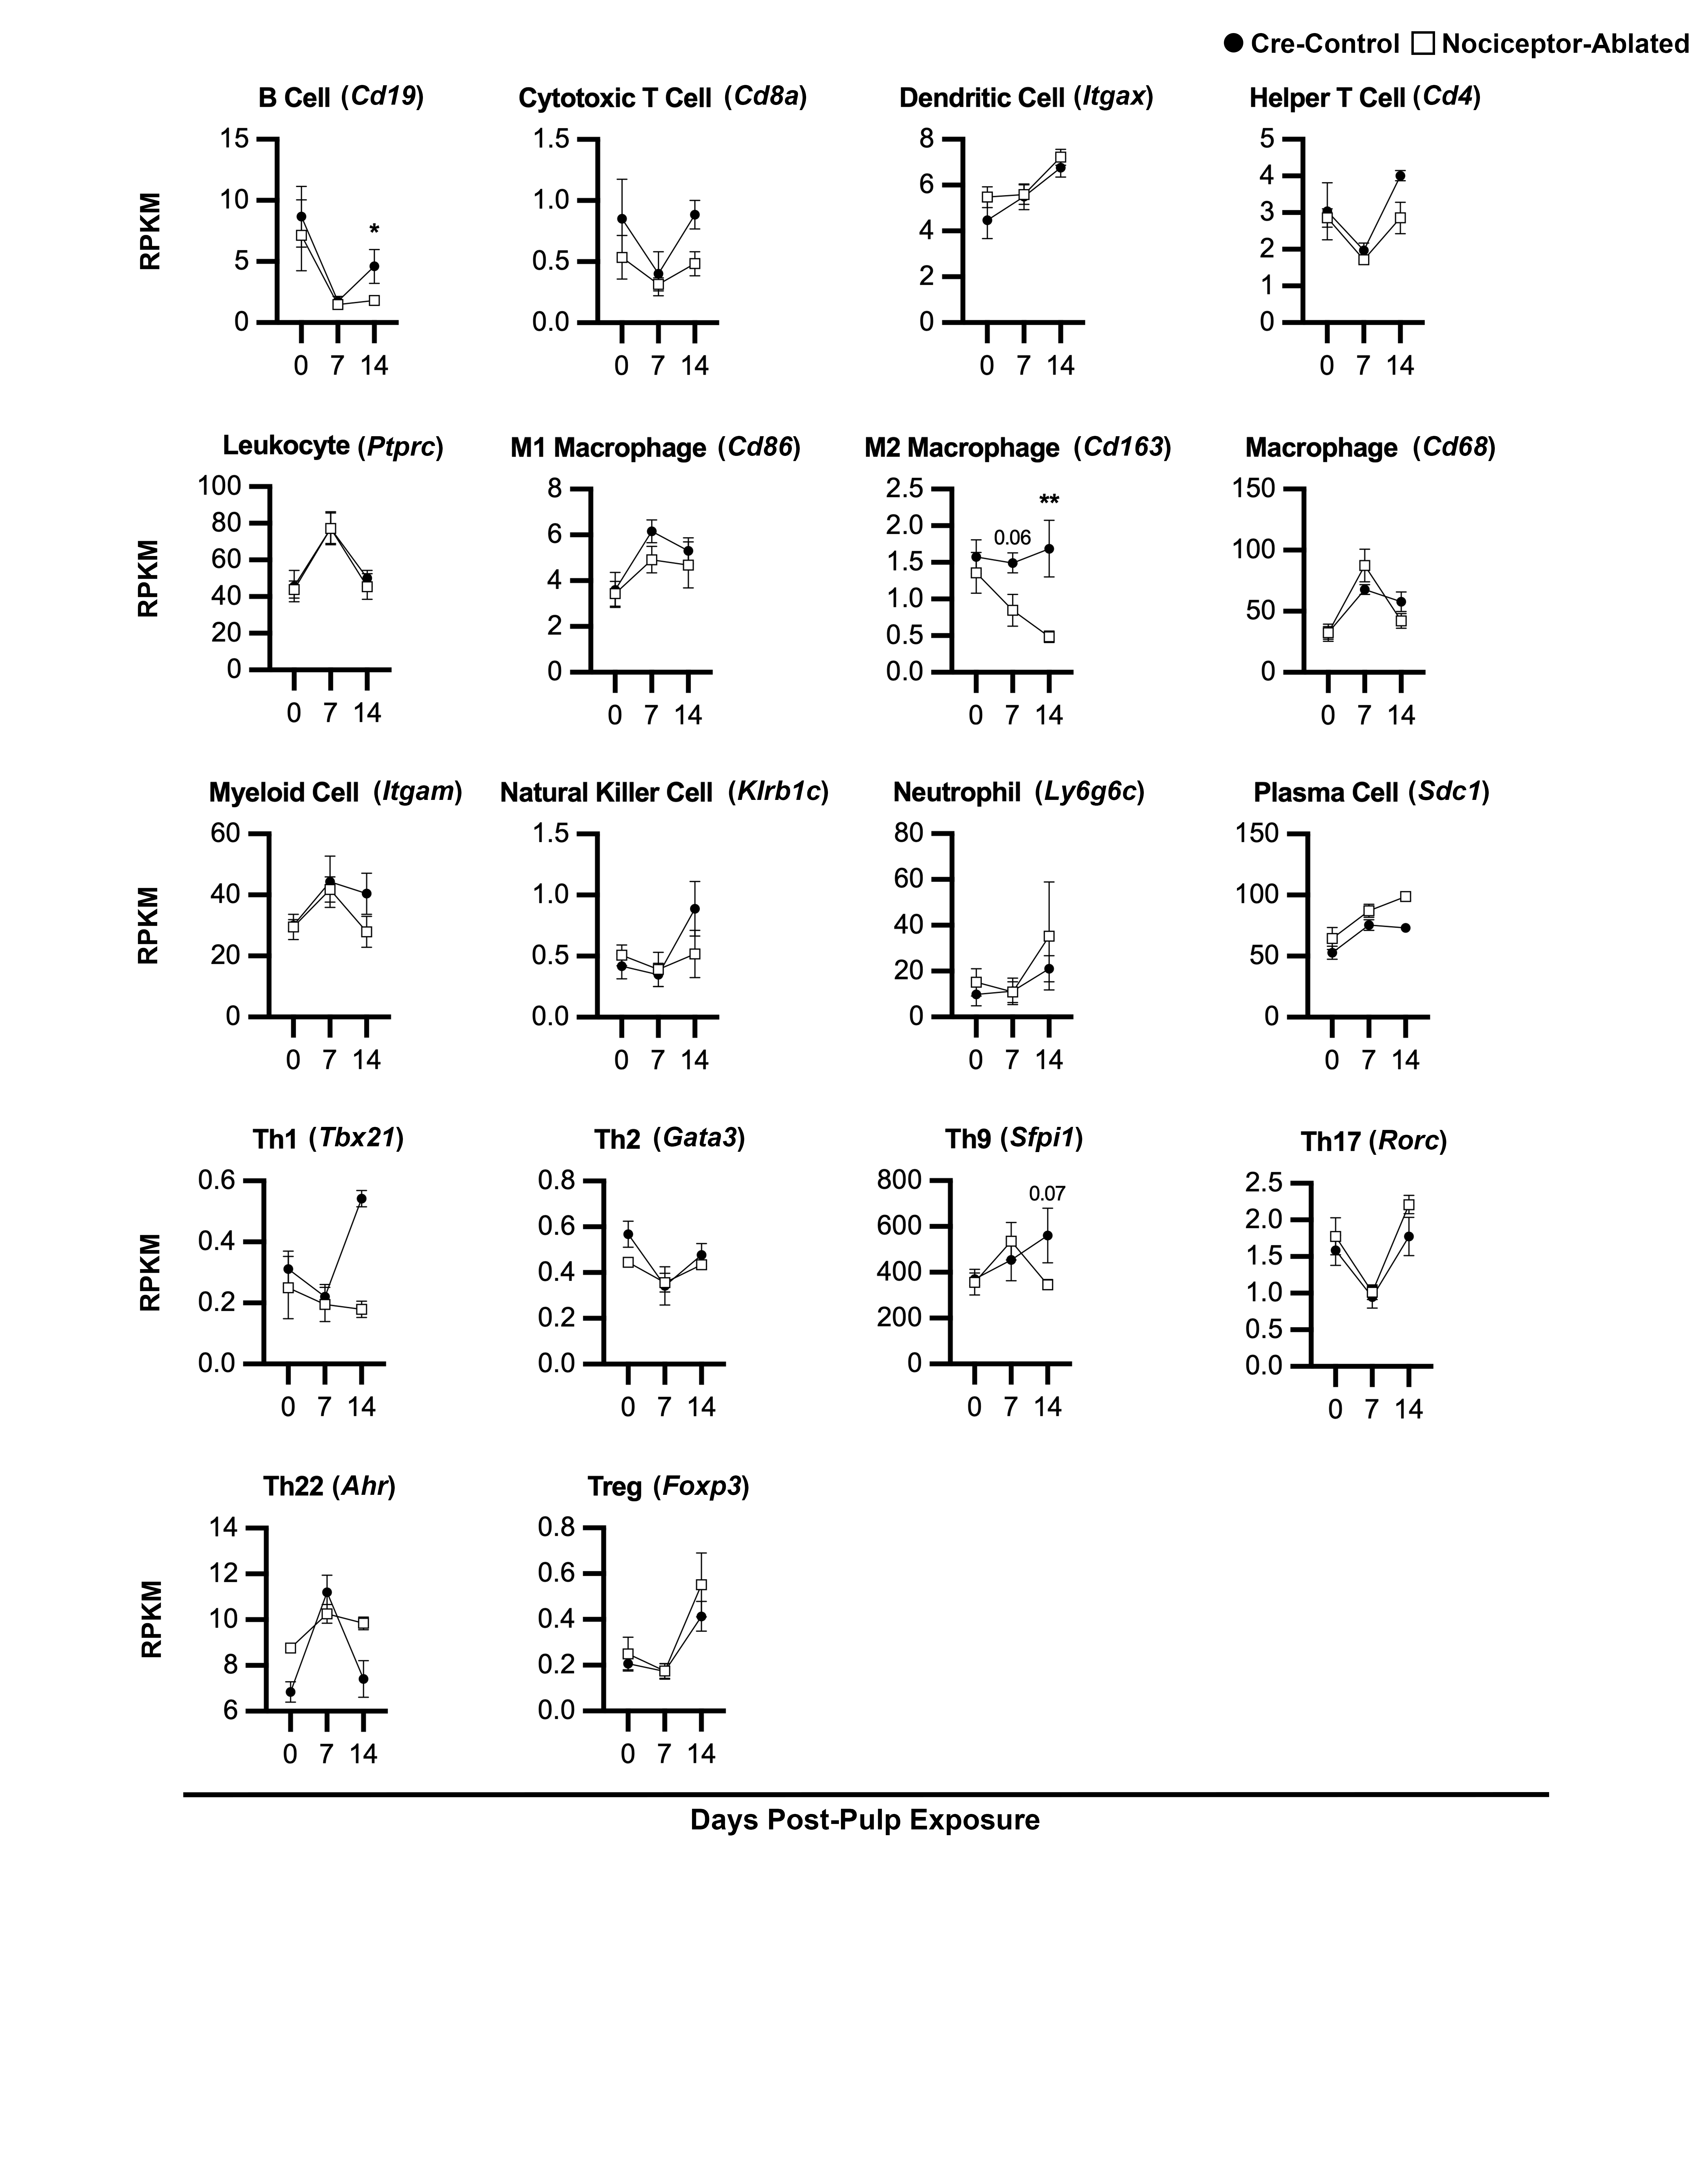
 Supplementary Figure S4** Individual expression of immune cell marker genes at 0, 7, and 14 days of infection are presented as Reads Per Kilobase of transcript per Million mapped (RPKM). The R package ‘DESeq’ was used to normalize data and find group-pairwise differential gene expression. *p<0.05, **p<0.001.

How the deposited data were processed for this re-analysis (not part of the article)

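RNA from the periapical lesions of 20 male mice was measured by bulk RNA sequencing, with 1 library per mouse. The groups are cre-control and nociceptor-ablated mice at Days 0, 7 and 14 after pulp exposure, with 3, 4 and 3 mice per strain. Each mouse gave 1 sample from its first molars and the tissue around them. The paper gives 4 teeth per mouse, and the sample labels give 3 or 4. The paper has Day 0 mice euthanized immediately after pulp exposure, and the sample labels place Day 0 before it. Day 0 values are used as the baseline in either case.

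The deposited files hold raw counts of reads per gene symbol, which the authors made by removing ribosomal RNA, preparing stranded libraries, aligning reads to mouse build mm9 with TopHat2 and counting with HTSeq-count. The values are whole numbers without normalization or filtering. The paper's text does not name the annotation, strand setting or overlap mode of the counting. The tallies that HTSeq-count adds for reads on no gene, on more than 1 gene or at more than 1 place were kept apart from the genes. No read was tallied as unaligned or of low quality. Gene coordinates, strands and overlaps were taken from GENCODE gene models on NCBIM37, in which 21627 of the gene symbols were found. RPKM values, used only to compare with the paper's figures, took gene lengths from these models.

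Reads counted on genes per mouse ranged over 11974125 to 14084709 in cre-control and 10899967 to 12183011 in nociceptor-ablated mice at Day 0. The ranges were 8008142 to 12801983 and 9080255 to 10387477 at Day 7, and 12902980 to 13607908 and 7966435 to 12313181 at Day 14. Between 0.0478% and 0.0803% of the tallied reads were ambiguous between genes. Pearson correlations of log2 CPM were 0.93 to 0.984 between mice of one group and 0.888 to 0.985 between mice of different groups. At these depths a gene at 1 CPM rests on about 10 reads per mouse.

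Each comparison of 2 groups was fitted on those 2 groups alone in R 4.3.3 with edgeR 4.0.16, with TMM normalization, filterByExpr (min.count 10, min.total.count 15) and the robust quasi-likelihood test, which estimates the spread by sharing information across genes. A DEG had FC > 1.5 (log2 above 0.585 or below its negative) and an unadjusted p under 0.05. These are the paper's thresholds, although its text does not state whether p was adjusted. The Benjamini-Hochberg adjusted p over all genes tested is given beside it. Day 7 and Day 14 were compared with Day 0, and Day 14 with Day 7, within each strain. Nociceptor-ablated were compared with cre-control mice at each day, so a positive log2 FC is higher in nociceptor-ablated mice. The difference between the strains in a change over time was tested as the strain-by-day interaction in a fit of the 4 groups concerned. The shared percent is the number of DEGs called in both strains over the number called in either strain. CPM were scaled by TMM over all 20 libraries and are given as mean and SD. Log2 values per mouse add 0.5 CPM. Intervals are 95% intervals. Exact permutation tests permute the mice of the 2 groups over a single gene's CPM. The chance share of genes with p under 0.05 is 5% of those tested.

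Gene lists were tested with camera of limma 3.58.1 on voom values, with the correlation between genes set at 0.01, and checked with the correlation estimated from the data and with fry. The median log2 FC of a list comes from the edgeR fit. The lists, written from general knowledge, cover neutrophil chemotaxis, IL-1 and inflammasome, B cell, T cell, MHC class II, neutrophil granule, erythroid, osteoclast, osteoblast and osteocyte, keratinocyte, salivary gland, skeletal muscle, pituitary, evening and morning phases of the circadian clock, Schwann cell, neuron, immediate early and handling, sex-linked and ribosomal RNA genes. No gene is in 2 lists. The study names 4 genes of the neutrophil chemotaxis list, 4 of IL-1 and inflammasome, 2 of neutrophil granule, 3 of osteoclast, 1 of osteoblast and osteocyte, 1 of evening phase, 1 of neuron and 3 of immediate early. Lists were tested where at least 3 of their genes passed the filter.

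The genes named in the passages are those the text of the study names, apart from a few that are not reported here and are left out of the tallies of named genes, and, in each strain comparison, the 5 genes highest and the 5 lowest in log2 FC among those with an adjusted p under 0.05, FC > 1.5 and no overlap of the groups. Only Ptgs2 at Day 14 met the latter rule. Scn10a, the Nav1.8 gene, and Gapdh are given as checks. The figures of the study had been seen when the rule was written. Genes named for reasons outside the rule, such as Prl, Gh, Pomc and Muc19, were chosen after their values were seen.

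The alternatives tried, 1 choice at a time, were RLE size factors, library size alone for CPM, no filter other than a total above 0, a filter on a mean of at least 1 CPM, all 6 groups in one fit, DESeq2 1.42.0 with its Wald test and without independent filtering, adjusted p, and leaving out each mouse in turn. A DESeq-style test, re-implemented after the description of the original DESeq (size factors, pooled dispersions with a parametric trend, the larger of gene-wise and fitted dispersion, exact negative binomial test), was run on the 2 groups and with dispersions over all 6. These comparisons, thresholds and alternatives were set before the data were examined. The edgeR steps and the DESeq-style test were tested on simulated data with the same group sizes and 200 changed genes. Of these, edgeR called 198 at unadjusted and 180 at adjusted p for 3 against 3 mice, 200 and 189 for 4 against 3, 198 and 191 for 4 against 4, and 194 and 173 for the interaction. Beside these it called 416, 288, 213 and 486 unchanged genes at unadjusted p and 19, 13, 6 and 14 at adjusted p, in the same order. The DESeq-style test called 196 and 179, 200 and 189, and 198 and 191 of the changed genes for the same 3 group sizes. Beside them it called 293 and 24, 207 and 15, and 158 and 16 unchanged genes. The simulated changes were all well past the fold threshold and in genes away from low counts. These rates therefore do not measure how many smaller changes would be found.

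Gene ontology enrichment was not recomputed, and the lists above stand beside it. Real-time PCR was not analysed here.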

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

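The tests of pituitary tissue, time of day, a separate Day 7 batch, less bone marrow, a lower share of all leukocytes, and handling or delay were chosen only after the results were seen; those of reads passed between libraries, depth and the covariates were not.

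Within the groups of 4 mice at Day 7, 8 of 82 tests found 1 mouse far from the other 3 by Dixon's test at the 95% level. Chance gives about 1 in 20 groups. In cre-control mice, MC27 was low for Bmp7 (3.356 CPM, others 6.901 to 7.281) and Lrp5 (53.16, others 64.79 to 65.31) and high for Il6 (25.01, others 8.08 to 10.82). MC29 was low for Cthrc1 (46.21, others 68.26 to 71.45) and high for Klrd1 (7.575, others 5.154 to 5.197). Without that mouse the log2 FC from Day 7 to Day 14 was 0.67 for Bmp7, 0.72 for Lrp5 and -1.24 for Cthrc1, that of Il6 from Day 0 to Day 7 was 1.75, and the strain difference of Klrd1 was -0.88, all still called. In nociceptor-ablated mice, ME18 was high for Nod2 (24 CPM, others 14.8 to 15.54) and for the mean log2 level of the neuron list (2.175, others 0.5147 to 0.7556), and ME16 was low for the ribosomal RNA list (3.974, others 4.482 to 4.574), which holds 2 counted genes. Without ME18 the median log2 FC of the neuron list between the strains at Day 7 fell from 0.94 to 0.18. No technical and no biological explanation of these single mice was tested.

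Pituitary hormone genes, which the paper does not discuss, were present at Day 7. Prl stood at 216 CPM in ME18 and 145 in ME16, Gh at 82.5 and 214, and Pomc at 19.6 and 199. The highest values at Days 0 and 14 were 1.08, 0.359 and 0.421 CPM. All 8 Day 7 libraries were above those values for these 3 genes, the lowest at 3.56, 3.05 and 2.02 CPM. Pituitary tissue in some Day 7 samples could be the source, since 10 of the 12 genes of the pituitary list were higher in ME16 than in every Day 0 and Day 14 library. Reads passed between libraries of the same day could carry the lower level to the other 6. Of 47 cases of a gene far higher in 1 Day 7 library than in the median of all others, 72.3% were also raised in the other Day 7 libraries, against 30.8% at Day 14. The share at Day 0, 77.8%, is no comparison, since genes high in the whole group, such as Dspp, make up part of it. Of the 12 such genes of MC25 alone, Dspp not among them, 66.7% were raised in the other Day 0 libraries. The median excess in the other Day 7 libraries was 0.237% of the level in the source library, and that of Gh, Pomc and Prl was larger, from 1.29% to 4.59%. Passing reads would carry a like share of every gene of a library. The 4 genes outside the pituitary list that were far higher in ME16 had an excess from 0.0212% (Scd3) to 10.7% (Serpinb3c), too wide to decide. The genes outside the list that were far higher in ME18 had -7.61% (Ambn) to 1.19% (Scn9a), under Prl (2.48%) and Gh (4.59%). Prl and Gh were also high in ME16, so their shares cannot be tied to ME18 alone. Passed reads and tissue in every sample cannot be told apart for those 6 libraries, because libraries of a day also share their biology. A difference between the strains stays open: the list had a median log2 FC of 4.06 at Day 7, with 4 of 4 tested genes higher in nociceptor-ablated mice and an adjusted p of 0.0658 by camera. Without ME16 the median was 2.17. ME17 and ME19 stood at 5.33 and 3.56 CPM for Prl, 3.92 and 3.05 for Gh, and 2.61 and 2.74 for Pomc. Cre-control mice ranged over 5.3 to 7.5, 3.52 to 4.98 and 2.02 to 4.67. For these 3 genes the higher values in nociceptor-ablated mice thus rest on ME16 and ME18.

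Genes of the evening phase of the circadian clock, of which the paper names Dbp, fell from Day 0 to Day 7. The median log2 FC was -1.93 in cre-control and -1.31 in nociceptor-ablated mice, with 10 of 10 genes lower in each (adjusted p = 9.54e-08 and 9.23e-05 by camera, 0.00128 and 0.0371 by fry, 0.278 and 0.53 with the correlation estimated). The 5 morning genes rose by a median of 0.95 and 0.49, with 5 of 5 higher in each. A different time of day of collection at Day 7 could give this, and the paper's text does not state the time of collection. Neither the paper's text nor the sample labels name a batch. The Day 7 libraries lie apart from all others on the first principal component, which holds 28% of the variance, but this restates the difference of Day 7 and is no evidence of a separate batch. Lower depth is argued against as the whole cause. Thinning all libraries to the smallest total gave a median of 3118 DEGs from Day 0 to Day 7 in cre-control mice, against 3245. In each thinning, 2868 to 2899 of the 3245 were called again. An effect of the infection on the clock genes stays open, as untested.

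Erythroid genes, which the paper does not discuss, were lower in nociceptor-ablated mice at Day 14, with a median log2 FC of -2.13 and 0 of 9 genes higher (adjusted p = 2.17e-08 by camera, 0.175 by fry, 0.301 with the correlation estimated). The median was -4.3 without ME10 and -1.52 without MC17. Less bone marrow in the nociceptor-ablated samples may therefore lie behind the lower leukocyte genes at Day 14. With the erythroid list mean as a covariate, 1 of the 7 genes Elane, Mmp8, Car2, Alox5, Alox5ap, Ccl5 and Cd163 was called, against 7 without it, and their median log2 FC went from -1.77 to -0.70. The same covariate lowered all DEGs of that comparison from 1159 to 436, so the loss of calls is not particular to these genes. A lower share of all leukocytes is a further candidate explanation. The neutrophil granule list fell beyond the T cell list by -1.88 in mean log2, but the values per mouse, 1.36 to 3.09 in nociceptor-ablated and 3.12 to 4.5 in cre-control mice, nearly meet, and with 3 mice against 3 this explanation cannot be told apart from a fall of single cell types. An effect of the missing nociceptors on these cells stays open, as untested.

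Immediate early genes were higher in nociceptor-ablated mice at Day 14, with a median log2 FC of 0.805 and 19 of 20 genes higher (adjusted p = 2.65e-13 by camera, 0.0172 by fry, 0.147 with the correlation estimated). At Day 0 the median was 0.41, also with 19 of 20 higher (adjusted p = 2.95e-09 by camera, 0.664 by fry, 0.426 with the correlation estimated). At Day 7 it was 0.26, with 18 of 20 higher (adjusted p = 0.0199 by camera, 0.933 by fry, 0.904 with the correlation estimated). The list did not pass camera at Day 7 without MC26, MC28, MC29 or ME18. A difference in handling or delay before freezing could raise these genes, and so could inflammation itself. In the fit of all 6 groups, 10 of 14 inflammatory genes (Il1a, Il1b, Tnf, Ccl3, Nlrp3, Nod2, Vegfa, Ptgs2, Zfp36, Nfkbid, Zc3h12a, Slc11a1, Junb and Mmp3) were called. With the immediate early list mean as a covariate, 2 of the 10 were, and their median log2 FC over all 14 went from 0.90 to 0.06. With the erythroid list mean 3 of the 10 were, but the median stayed at 0.79, and with the skeletal muscle list mean 6 of the 10 were, with a median of 0.81, so these covariates took away calls more than the size of the effect. The immediate early list holds Ptgs2, Zfp36 and Junb, which were left out of its mean for this fit. Its other genes could also rise with inflammation, so this covariate may still take away part of the response itself. More oral epithelium in the nociceptor-ablated samples is argued against as the whole cause, since 10 of the 10 were called with the keratinocyte list mean as a covariate. An effect of the missing nociceptors stays open, as untested.

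Of 17 differences between the strains that the paper states for single genes, 0 had an adjusted p under 0.05 in edgeR when adjusted over those 17 alone, and 0 an unadjusted p under 0.05 with a fold difference over 1.5.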

How the results depend on the processing

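Every alternative was planned, and none was added later. No paired analysis was possible because each mouse gave 1 library at 1 time point. A sign change where neither value is past the threshold counts as unchanged. Where a result changed, the cause was not tested.

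With adjusted p, edgeR left 4 DEGs in cre-control and 0 in nociceptor-ablated mice from Day 0 to Day 14 (876 and 717 unadjusted, 272 and 139 by adjusted DESeq2). Adjusted counts for the same change were 8 and 46 with all 6 groups in one fit. They were 104 and 42 by the DESeq-style test, and 11 and 37 with its dispersions over all 6 groups. On the 2 groups alone edgeR left 1377 from Day 7 to Day 14 in nociceptor-ablated mice (2380 unadjusted, 1783 by adjusted DESeq2), but 0 without ME17, ME19 or D14_ME and 515 without ME18. Between the strains edgeR left 0 at Day 0, 0 at Day 7 and 1 at Day 14 (330, 133 and 930 unadjusted; 42, 2 and 198 by adjusted DESeq2; 14, 0 and 20 by the adjusted DESeq-style test; 0, 0 and 9 by that test with dispersions over all 6 groups). For the interactions it left 0, 0 and 0 (319, 358 and 891 unadjusted; 0, 2 and 1 by DESeq2). The shared percent became 43.73 up and 38.82 down from Day 0 to Day 7, 0 and 0 from Day 0 to Day 14, and 17.39 and 20.83 from Day 7 to Day 14.

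At unadjusted p, the strain comparison at Day 7 gave 262 DEGs with DESeq2, 302 with no filter, 206 with all 6 groups in one fit, 84 with the DESeq-style test and 69 with its dispersions taken over all 6 groups. With those dispersions the strain comparison at Day 0 gave 150 DEGs and the change from Day 0 to Day 14 in cre-control mice 526. With no filter the shared percent from Day 0 to Day 7 was 43.86 up and 37.8 down. The number of gene lists with an adjusted p under 0.05 was 12 at Day 0, 6 at Day 7 and 11 at Day 14. It fell to 0, 0 and 0 with the correlation between genes estimated from the data, and to 0, 0 and 2 with fry.

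Leaving out each mouse in turn gave these ranges of DEGs: 2977 to 3399 and 2028 to 3861 from Day 0 to Day 7 (cre-control, then nociceptor-ablated), 574 to 1345 and 526 to 1061 from Day 0 to Day 14, and 2549 to 3266 and 1729 to 2862 from Day 7 to Day 14. With adjusted p the ranges were 1846 to 2787 and 940 to 3121, 0 to 10 and 0 to 7, and 591 to 2376 and 0 to 1625. The strain comparisons ranged over 202 to 623 at Day 0, 66 to 305 at Day 7 and 580 to 1487 at Day 14. The interactions ranged over 212 to 575, 222 to 674 and 567 to 1576. The shared percent ranged over 37.07 to 48.41 up and 37.04 to 42.87 down from Day 0 to Day 7, 6.861 to 17.31 and 12.46 to 21.18 from Day 0 to Day 14, and 14.89 to 27.66 and 18.18 to 25.47 from Day 7 to Day 14. The number of gene lists ranged over 7 to 11 at Day 0, 3 to 11 at Day 7 and 11 to 13 at Day 14.

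Without ME15, the difference between the strains in the change from Day 0 to Day 7 reversed to 0.7777 for Tnfsf11 (range with each mouse left out -0.3912 to 0.7777) and 2.481 for Il6 (range -1.104 to 2.481), both then past the unadjusted threshold. The T cell list at Day 0 reversed to a median log2 FC of 0.00756 without MC23 (range -0.58 to 0.00756). For the B cell list at Day 7, not past the threshold with all mice (median -0.0452, camera's direction up), camera gave the direction down and passed without MC28, where the median was -0.256 (range -0.256 to 0.0765), so the median kept its sign. The direction changed for the skeletal muscle list at Day 14 as well, with a median of 0.862 without MC17 against -0.326 with all mice (range -0.884 to 0.862).

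Of the 83 comparisons of named genes, RLE size factors left 82 calls as they were and added 1, no filter did the same, and a filter at a mean of 1 CPM left all 83. DESeq2 left 79, added 3 and gave no value for the other 1. The fit of all 6 groups left 74, added 4 and lost 5. The DESeq-style test left 79 and added 4, and with dispersions over all 6 groups it left 67, added 3 and lost 13. Adjusted p lost 43 calls. Of the comparisons with a mouse left out, 485 were as before, 18 gained a call and 40 lost one. For the 17 differences between the strains, RLE size factors, either filter and the fit of all 6 groups changed no call, nor did DESeq2 for the 16 it could give. With a mouse left out, 221 were as before, 5 passed the unadjusted threshold with the same sign and 2 reversed. All 324 group means of CPM stayed within 1 SD with RLE factors and with library size alone. Of 55 list tests, RLE size factors changed 0, the filter at a mean of 1 CPM added 1, the estimated correlation lost 29 and fry lost 27. With a mouse left out, 308 list tests were as before, 25 gained a call, 32 lost one and 3 changed camera's direction.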

Differences from the paper's values

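At Day 0 the paper gives 57 DEGs higher in cre-control mice, and 135 were found here; no alternative set before the data were examined comes within 1.5 times of the paper's value.

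At Day 7 the paper gives 43 DEGs higher in nociceptor-ablated mice, and 91 were found here. The DESeq-style test (62), the same test with dispersions over all 6 groups (45) and leaving out ME18 (36) come within 1.5 times, and the other alternatives do not. The paper gives 10 DEGs higher in cre-control mice at Day 7, against 42 here, and no alternative comes within 1.5 times.

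At Day 14 the paper gives 257 DEGs higher in nociceptor-ablated mice, against 435 here. The DESeq-style test (328), the same test with dispersions over all 6 groups (354) and leaving out MC17 (263), MC20 (257, the paper's own value) or D14_ME (287) come within 1.5 times, and the other alternatives do not. The paper gives 219 DEGs higher in cre-control mice, against 495 here. Leaving out MC20 (323) or D14_ME (297) comes within 1.5 times, and the other alternatives do not.

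For Day 0 to Day 7 the paper gives 26.2% of downregulated DEGs as shared, against 41.32% here. No filter (37.8), adjusted p (38.82) and leaving out MC23 (37.04), MC24 (38.62), MC28 (38.86), MC29 (38.86), ME14 (37.25), ME15 (38.36), ME9 (37.94) or ME16 (37.36) come within 1.5 times, and the other alternatives do not. For Day 7 to Day 14 the paper gives 13.6%, against 22.82% here. Leaving out MC16 (18.18) or D14_ME (18.54) comes within 1.5 times, and the other alternatives do not.

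For Ccl5 in cre-control mice at Day 14 the paper shows an RPKM of about 16 (Supplementary Fig. S1A, read by eye), against 8.695 here, with 8.582 and 8.656 under other scalings, neither within 1.5 times. The gene lengths behind the paper's RPKM are not stated in its text.

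The paper's text on Day 0 has Rspo2, Cxcl9 and Pax1 lower in cre-control mice. Here Rspo2 (log2 FC -1.01) and Cxcl9 (-1.04) were higher in cre-control mice, as was Pax1 with 24 reads against 3, and the paper's Fig. 2B shows the same direction as here. For the differences in FC between the strains, 14 of 17 stated signs were found. The other 3 are Bmp7 (-0.02), which the paper gives as rising more in nociceptor-ablated mice, Cthrc1 (0.06), given as falling more in nociceptor-ablated mice, and Ccr1 (-0.14), given as falling more in cre-control mice. None of the 17 passed the unadjusted threshold with all mice.

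Of the genes the paper calls, these were not called here. Mif at Day 0 is called by DESeq2 (0.63), with all 6 groups in one fit (0.62), by the DESeq-style test (0.63), by the same test with dispersions over all 6 groups (0.63) and without MC24 (0.94). Pax1 at Day 0 is called by DESeq2 (-2.89), with no filter, with all 6 groups in one fit and by the DESeq-style test, but not with its dispersions over all 6 groups. Dspp at Day 7 is called with all 6 groups in one fit (-2.98), by the DESeq-style test (-2.91), by that test with dispersions over all 6 groups (-2.92) and without MC26 or MC27. Dspp at Day 14 is called by DESeq2 (3.41), with no filter, by the DESeq-style test and without D14_ME, but not with all 6 groups in one fit or with dispersions over all 6 groups. Zc3h12a at Day 14 is called without MC16, D14_ME or ME10. Tmem119 at Day 14 is called by DESeq2, with RLE size factors, with no filter, with all 6 groups in one fit, by the DESeq-style test and without MC16, MC17, D14_ME or ME10. The paper has Dspp, Nod2 and Vegfa differing at more than 1 time point, and by strain Nod2 and Vegfa were called here at Day 14 only. At Day 0 Nod2 (0.54) is called without MC23, MC24 or ME9, and Vegfa (0.54) without MC24 or ME9.

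The paper has Wnt10b rising from Day 7 to Day 14 in cre-control mice as a contrast to nociceptor-ablated mice. Here it rose in cre-control mice by 0.86 and in nociceptor-ablated mice by 1.13, the latter not called.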

Other observations

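The test of salivary gland tissue was chosen only after the result was seen; the tests of other splits of the mice, depth and GC content or gene length were not.

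The mice of each comparison of 2 groups were regrouped in every way that keeps the group sizes, and for each interaction 40 splits of the strains within the days were taken, the real one and others drawn at random. For the changes from Day 0 to Day 7 and from Day 7 to Day 14, in each strain, 1 of 35 splits (the real one) gave as many DEGs, so chance can be excluded. For Day 0 to Day 14, 1 of 10 splits did in each strain, which is the least that 3 mice against 3 can give, so chance cannot be excluded. Between the strains 5 of 10 splits gave as many DEGs at Day 0, 29 of 35 at Day 7 and 2 of 10 at Day 14, and chance cannot be excluded at any of these days. For the interactions 27, 26 and 10 of the 40 gave as many genes for Day 0 to 7, Day 0 to 14 and Day 7 to 14, and chance cannot be excluded either. At Day 7 the median split gave 212 DEGs, more than the 133 of the real one.

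The groups did not overlap in CPM for 243 of 330 DEGs at Day 0, 31 of 133 at Day 7 and 674 of 930 at Day 14. Chance gives no overlap for 10% of genes with 3 mice against 3 and 2.86% with 4 against 4, and over all tested genes at Day 7 the share was 2.67%.

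The smallest library of the study was that of a nociceptor-ablated mouse at Day 14. Thinning the 6 libraries of that day to the smallest total gave a median of 891 DEGs between the strains. In each thinning, 759 to 771 of the 930 were called again, so lower depth is argued against as their whole cause. Removing each library's trend over GC content and gene length gave 841 DEGs, against 890 before among the genes with a length and GC value. Of these, 735 were called both times, so such a trend is argued against as the whole cause as well. Differences in tissue content, and an effect of the missing nociceptors, stay open.

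Muc19, a salivary mucin gene that the paper does not discuss, stood at 846 CPM in MC25, a cre-control mouse at Day 0. Salivary gland tissue in that sample may be the source, since 6 of 10 other salivary gland genes at 1 CPM or more at Day 0 were highest in MC25. No biological explanation was tested for this single mouse.

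Some lists of tissues around the teeth had different medians in the strains at Day 0. The keratinocyte list had a median log2 FC of 0.95 (19 of 19 genes higher in nociceptor-ablated mice) and the skeletal muscle list one of -1.95 (0 of 17 genes higher). The list means per mouse, in log2, were 5.85 to 7.48 in cre-control and 6.1 to 8.03 in nociceptor-ablated mice for keratinocyte, and 3.14 to 5.67 and 2.14 to 3.52 for skeletal muscle, so the strains overlapped for both. The keratinocyte median was 1.6 without MC24. The skeletal muscle median was -0.33 without MC25 and -2.69 without ME9. The salivary gland list had a median of -1.36, with 1 of 6 genes higher, and its means per mouse, 0.821 to 2.31 and -0.0298 to 0.523, did not overlap. The adjusted p by camera was 5.02e-10, 1.27e-09 and 0.00086, and by fry 0.664 for each, and none passed with the correlation estimated.

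At Day 14 the medians of the remaining lists were 0.84 for keratinocyte (19 of 19 genes higher in nociceptor-ablated mice), -0.36 for osteoblast and osteocyte (1 of 15), 0.38 for sex-linked (5 of 5), -0.28 for Schwann cell (4 of 12), -0.33 for skeletal muscle (2 of 17), 0.13 for evening phase (7 of 10), 0.16 for morning phase (4 of 5) and -0.01 for neuron (2 of 4). The first 3 had an adjusted p under 0.05 by camera and none by fry. Without ME12 the keratinocyte list no longer passed by camera, at 0.39. The salivary gland list had a median of 1.9 over 5 genes with 4 higher, while camera gave the direction as down. Its median turned to -2 without ME12, so its sign is uncertain. The ribosomal RNA list has 2 counted genes and was not tested.

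Scn10a, the gene that drives the recombinase, had between 0 and 9 reads in all per group, so the loss of nociceptors was not measurable from it. Gapdh, whose count is uncertain because of its copies elsewhere in the genome, was not used as a reference gene.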
